# Rapid and biased evolution of canalization during adaptive divergence revealed by dominance in gene expression variability during Arctic charr early development

**DOI:** 10.1038/s42003-023-05264-5

**Published:** 2023-08-31

**Authors:** Quentin Jean-Baptiste Horta-Lacueva, Zophonías Oddur Jónsson, Dagny A. V. Thorholludottir, Benedikt Hallgrímsson, Kalina Hristova Kapralova

**Keywords:** Evolutionary developmental biology, Speciation, Gene expression, Molecular evolution

## Abstract

Adaptive evolution may be influenced by canalization, the buffering of developmental processes from environmental and genetic perturbations, but how this occurs is poorly understood. Here, we explore how gene expression variability evolves in diverging and hybridizing populations, by focusing on the Arctic charr (*Salvelinus alpinus*) of Thingvallavatn, a classic case of divergence between feeding habitats. We report distinct profiles of gene expression variance for both coding RNAs and microRNAs between the offspring of two contrasting morphs (benthic/limnetic) and their hybrids reared in common conditions and sampled at two key points of cranial development. Gene expression variance in the hybrids is substantially affected by maternal effects, and many genes show biased expression variance toward the limnetic morph. This suggests that canalization, as inferred by gene expression variance, can rapidly diverge in sympatry through multiple gene pathways, which are associated with dominance patterns possibly biasing evolutionary trajectories and mitigating the effects of hybridization on adaptive evolution.

## Abstract (web summary)

Transcriptomic analyses in the offspring of Arctic charr morphs (*Salvelinus alpinus*) and their hybrids at two stages of cranial development suggest that gene expression variance can rapidly diverge in sympatry and is conditioned by dominance patterns.

## Introduction

Extensive research efforts have been dedicated over the past few years to understand the evolution of ontogenetic differences between populations, mainly with the aim of unraveling the processes of adaptive divergence and speciation^1–11^. However, significant knowledge gaps remain. One of these is the potential role of canalization during speciation events^12–14^. Canalization refers to the relative reduction of genetic or environmental effects on phenotypic variation^15^. The genetic and evolutionary-developmental bases for canalization remain poorly understood^12,14,15^, but there are strong reasons to expect the microevolutionary processes involved in speciation to modulate canalization. Existing work on this question has tended to focus on phenotypic variation^16–18^. Here, we investigate the impact of rapid phenotypic diversification and hybridization on gene expression variance using Arctic charr morphs (*Salvelinus alpinus*) from Thingvallavatn, Iceland.

In what way would strong directional selection and rapid morphological evolution impact canalization? Directional selection can increase homozygosity^19^, thereby reducing genetic variance, but this may not result in a proportionate decrease in phenotypic variance. Instead, selection may increase phenotypic variance or even decrease developmental stability^20,21^. Why this occurs is not known, yet the effects of increased homozygosity on canalization or developmental stability have been associated with inbreeding depression due to the expression of recessive deleterious effects^22,23^. This is broadly consistent with Lerner’s hypothesis of genetic homeostasis^24^. Alternatively, directional selection may also disrupt developmental configurations that have been shaped by stabilizing selection. This is consistent with the selection, pleiotropy and compensation model proposed by Pavlicev and Wagner^25^ in which directional selection is proposed to result in deleterious pleiotropic effects that are subsequently ameliorated by compensatory selection—note, however, that empirical studies rather show that synergistic (i.e., positive) pleiotropy is important in adaptive evolution^26,27^. Rapid evolution, under this model, would be associated with increased variance due to deleterious pleiotropic effects. Finally, directional selection may increase phenotypic variance due to nonlinearities in genotype–phenotype maps for key trait-influencing genes. Such nonlinear maps can result in genetic variation for canalization (phenotypic variance within a genotype in this case)^28,29^. These nonlinearities are common, so directional selection might shift gene expression to steeper locations along gene expression to phenotype curves, such that the same amount of genetic variation would result in an increased amount of phenotypic variation.

Besides the effects of pleiotropy and nonlinear genotype–phenotype maps on phenotypic variation, canalization may evolve in unclear ways because populations have to undergo gene flow, at least during early divergence^24,30^. The effects of hybridization on phenotypic variance can go in either direction as revealed by studies of introgressing populations^17,31–33^. This is presumably because some hybridization events may result in the breakdown of genetic configurations that have undergone stabilizing selection, while others may enhance hybrid vigor through increased heterozygosity^34^. The importance of such mechanisms and how their effects on phenotypic variance condition to the levels of introgression and to the extent of genetic differentiation (i.e., genetic distances and nature of incompatibilities between populations) remain to be established.

Further complexity arises when considering trait dominance and parental effects—hereafter referred to as dominance in a broad sense^35–38^. For many traits for example, hybrids of recently diverged populations resemble one of the parents instead of being intermediate, potentially generating trait mismatches that complicate predictions about post-zygotic isolation^39^. Consequently, it becomes crucial to not only understand how dominance affects developmental processes which induce the divergence of average trait values, but also how dominance influences phenotypic robustness. Likewise, it is of special importance to consider the evolutionary dynamics of phenotypic robustness in the face of gene flow. This can be achieved by (1) investigating whether dominance affects phenotypic robustness in the same way as it affects average trait values, and (2) assessing its consequences for the maintenance of phenotypic variation between diverging populations.

Here, we studied two Arctic charr morphs that we know exhibit extensive morphological divergence as well as differences in phenotypic plasticity and phenotypic variance^40–42^, and focused on the modulation of the abundance and the variance of gene expression between the two morphs as well as in their hybrids. Using gene expression as a molecular phenotype has the advantage of enabling analyses of a whole spectrum of traits (free from selection bias) instead of a focus on specific morphological characters^43–46^. Further, this level of analysis allows focusing on mechanistic questions related to genetic pathways and gene regulatory networks^47,48^. While our understanding of how variation in gene expression modulates development at the single-cell levels is growing^49,50^, little has been achieved for whole organisms. Meanwhile, the recent advent of the -omics has enabled estimating transcriptome-wide differential expression in a wide range of organisms^51–53^, but the variability in such expression remain virtually unexplored. We focused on the expression variability of both coding and noncoding RNAs. We specifically looked into microRNAs (miRNAs), which are major regulatory elements known for reducing the expression noise of target mRNAs^54–56^. In this paper, we refer to *variability* as the *tendency* of a system (e.g., an organism) to produce variation (e.g., in a phenotype), and to *variation* as the observable outcome of this phenomenon^15^.

Sympatric Arctic charr morphs present classic and well-characterized cases of resource polymorphisms. In Thingvallavatn, two of the four described morphs constitute genetically differentiated populations despite wide overlaps in spawning time and location^57–61^: the planktivorous charr (PL), a limnetic morph, feeds on zooplankton and emerging chironomids, whereas the small benthic charr (SB) forages on benthic invertebrates within the lava matrix. The two morphs have contrasting body and head shapes, with clear morphological differences in the trophic apparatus (Fig. 1a, b), and occupy highly specialized niches^62^. However, the benthic morph is seemingly more morphologically derived than the limnetic morph when compared to the anadromous ancestor^40^. The two morphs are reproductively isolated^59^, F_1_ hybrids are rare in the wild^63^, and recent studies on dominance in morphology and behavioral traits suggest that post-zygotic isolation might have evolved between the two morphs through trait mismatches^18,64,65^. These large-scale phenotypic changes have occurred rapidly (within 11,000 years), which strongly suggests rapid divergence under some combination of directional selection, drift, and founder effect^57^. These characteristics make this an ideal model to investigate the impact of microevolutionary processes on canalization at the level of gene expression variance.

**Fig. 1:**
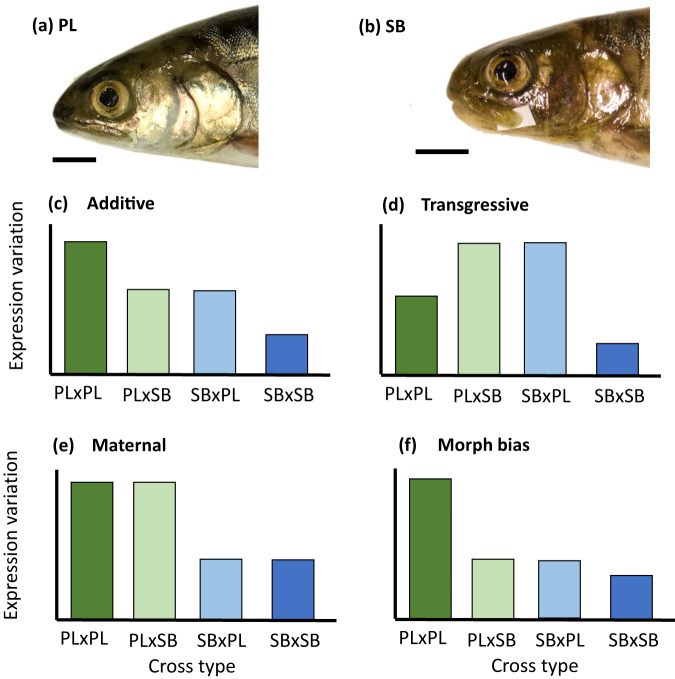
Expected patterns of gene expression variability. **a**, **b** External head morphology of mature **a** Planktivorous (PL) charr, a highly specialized limnetic morph, and **b** small benthic (SB) charr, a stereotypic benthic morph. Background cropped; horizontal bar: 1 cm. **c**–**f** Classification of the patterns of gene expression variability among cross-types (observed as within cross-type variation in gene expression). This illustrates a hypothetical scenario with stronger canalization in the SB morph. Transgressive expression involving reduced expression variability in hybrids not shown. Cross-type: maternal morph × paternal morph. PL Planktivorous, SB small benthic.

The two charr morphs exhibit complex differences in morphological plasticity and in variance reduction of head and body shape over ontogeny^18,40^, which may indicate intricate differences in canalization. Here, we estimated mRNA and miRNA expression variability in embryos of the benthic and the limnetic morphs and their reciprocal hybrids reared in common garden conditions. We focused on a timeframe when cartilage components of the feeding apparatus are developing^66^ and shape differences between morphs start to appear^66^. First, if canalization rapidly evolves, we predicted that the two recently diverged morphs would differ in gene expression variability (measured as gene expression variance). Second, if hybridization relaxes canalization, we expected to detect an increase of gene expression variability in F_1_ hybrids (Fig. 1c–f). We reported differences in gene expression variance scattered all over the transcriptomes of the limnetic and the benthic morphs, suggesting that mechanisms modulating gene expression enable the rapid evolution of canalization at the scale of individual traits or pathways. Furthermore, gene expression variance did not increase in hybrids unconditionally. Instead, we observed major dominance patterns, mainly maternal effects. This indicates that broad sense dominance on gene expression variability may generate developmental biases that not only facilitate divergence but also preserve the integrity of multivariate canalized phenotypes from the effects of hybridization (e.g., by maintaining the maternal patterns of expression).

## Results

### Sympatric morphs show extensive differences in expression variability

We characterized the gene expression variability profile of each cross-type using Local Coefficients of Variation (LCVs)^54^ (see “Methods”). 

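The mRNA of 72 embryos was sequenced, 9 in each of the 8 groups formed by 4 cross-types at 150 and 200 τs. The cross-types, named with the maternal morph first, were the benthic SB×SB, the limnetic PL×PL and the reciprocal hybrids SB×PL and PL×SB. Each had 3 families, with 3 sibling embryos per family at each time point. The authors aligned the reads to the Salvelinus genome with STAR and counted them on genes with FeatureCounts, and the deposited values are these raw counts without normalization. At 150 τs, the total count per embryo ranged from 15124747 to 16936051 in SB×SB (median 16155498), from 12968387 to 16527993 in SB×PL (median 15549527), from 14408306 to 17133123 in PL×SB (median 15937829) and from 12837417 to 16547823 in PL×PL (median 16050381). At 200 τs, it ranged from 14106317 to 16274910 in SB×SB (median 15917053), from 12589944 to 16388002 in SB×PL (median 15279807), from 12839312 to 16115393 in PL×SB (median 15079410) and from 11969598 to 16307908 in PL×PL (median 15015448). Counts were normalized for library size with edgeR's TMM factors. In each group, the coefficient of variation (CV) of a gene over the 9 embryos was ranked among the 500 genes nearest in mean expression. Genes with a mean normalized count of at least 100 in every group were kept, which left 17280 mRNAs. Because the 9 embryos of a group were 3 sets of siblings, each difference between cross-types was compared with 100 assignments of the 12 families to the cross-types, the real one included, with the LCVs computed anew in each. These are permutation tests with the family as the unit, and the smallest share they can give is 0.01.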

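Small RNA was sequenced from the same 72 embryos, in 3 batches that the labels give by the letter of the embryo within its family. The authors removed adapters with Cutadapt and counted reads with miRDeep2 on the mature miRNAs and precursors of all species in miRBase, and the deposited values are raw read counts. A read counts on every entry it matches, so a total is a sum over entries and not a number of reads. Among the entries, 40698 had no read in any library. The 11021 entries with at least 10 reads over all libraries had 2679 distinct count profiles and 8662 names. The paper's step that removed redundant homologs with Cd-hit is not included in these counts and was not applied. At 150 τs, the total per library ranged from 20415671 to 52582371 in SB×SB (median 33636217), from 28424472 to 58027109 in SB×PL (median 37068331), from 22351806 to 39357649 in PL×SB (median 30679735) and from 13928940 to 35156814 in PL×PL (median 25009850). At 200 τs, it ranged from 27834461 to 52112808 in SB×SB (median 46907433), from 26867690 to 53088673 in SB×PL (median 43590738), from 127822 to 52707496 in PL×SB (median 38289638) and from 22770351 to 57989761 in PL×PL (median 38717656). LCVs were computed as for the mRNAs for the 7672 entries with a mean normalized count of at least 10 in every group, with all 72 libraries. No batch term entered the CVs, and each group spans the 3 batches. With group means removed, libraries of different families and groups had a mean correlation of 0.484 within a batch and -0.245 between batches. The miRNA CVs and LCVs therefore include the spread between batches and do not separate it from variability between embryos.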

Briefly, LCVs are unitless variability estimates based on ranking coefficients of variation for the expression of each gene, within a window of genes with similar average expression levels and assigning values ranging from (0: no variation) to 100 (maximum variation). This approach mitigates biases caused by different expression levels. 

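The median CV of the mRNAs was 14.7% in SB×SB, 10.8% in SB×PL, 16.5% in PL×SB and 10.9% in PL×PL at 150 τs, and 11.7%, 14.0%, 14.5% and 15.3% in the same order of cross-types at 200 τs. The median CV of the miRNAs was 28.5% in SB×SB, 23.9% in SB×PL, 23.4% in PL×SB and 24.0% in PL×PL at 150 τs, and 23.2%, 21.9%, 41.4% and 24.7% in the same order at 200 τs. The 41.4% belongs to the group that holds the library with the lowest total. Without that library, a setting chosen after seeing the data, the median CV of PL×SB at 200 τs was 21.1%. Between pairs of groups, Spearman's rho of the LCVs ranged from 0.267 to 0.607 in mRNAs and from 0.305 to 0.669 in miRNAs. These are correlations across genes, which are not independent replicates.

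**Figure D1:**
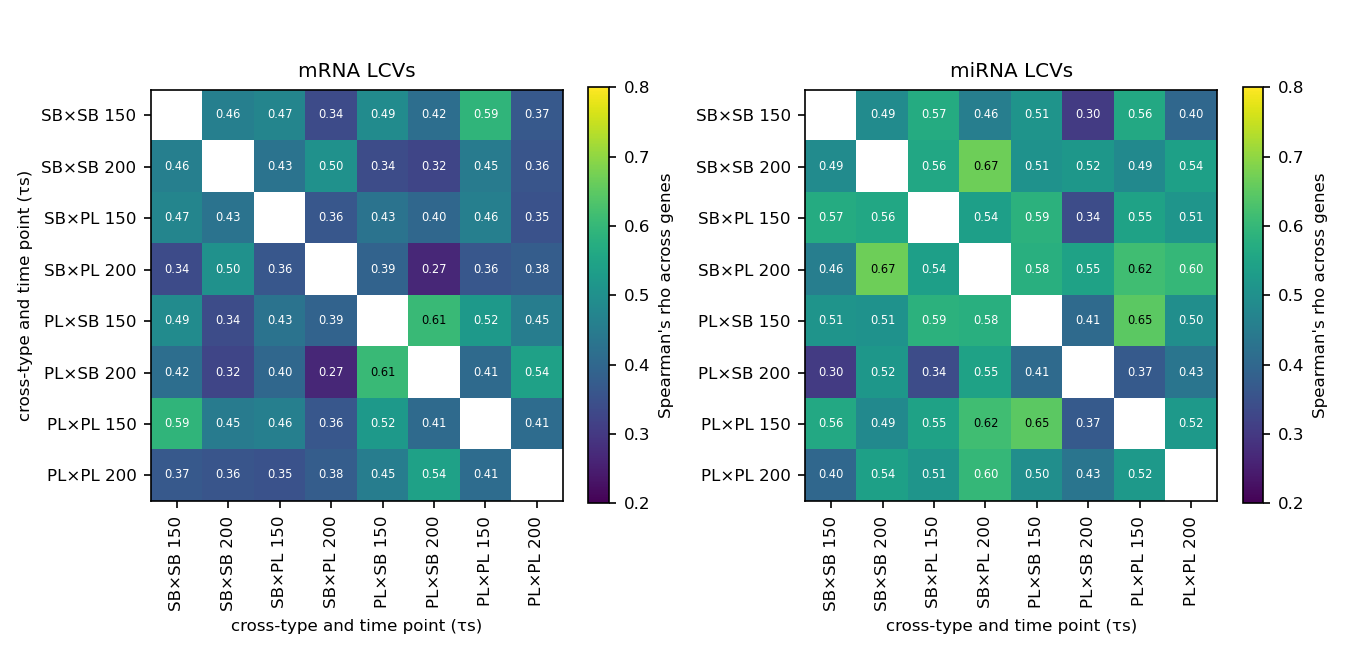
Spearman's rho between the LCVs of each pair of groups, across 17280 mRNAs (left) and 7672 miRNA entries (right). Both axes list the 4 cross-types at 150 and 200 τs, and the colour and the number in each cell give rho, which lies between 0.267 and 0.607 for mRNAs and between 0.305 and 0.669 for miRNAs.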

Importantly, we observed similar profiles of expression variability for coding and noncoding RNAs (Figs. 2 and 3). 

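In a hierarchical clustering of the mRNA LCVs (Euclidean distance, complete linkage), the PL×SB groups at 150 and 200 τs joined first. SB×SB and PL×PL at 150 τs joined next, followed by SB×SB and SB×PL at 200 τs, and this last pair stood apart from the other 6 groups in the final split. With average linkage, the final split was the same. In the miRNA LCVs, SB×SB and SB×PL at 200 τs joined first, then PL×SB and PL×PL at 150 τs, then SB×SB and SB×PL at 150 τs, and the final split separated the 4 groups at 150 τs from the 4 groups at 200 τs. With average linkage, the final split of the miRNA LCVs instead separated PL×SB at 200 τs from the other groups. Without the miRNA library with the lowest total, a setting chosen after seeing the data, SB×PL and PL×SB at 200 τs joined first, and the final split was between the time points with both linkages.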

For both mRNAs and miRNAs, genes with covarying expression variability clustered and constituted hierarchical differences among sample groups based on developmental time points and cross-type. 

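Between different cross-types with the same maternal morph, the mean rho of the mRNA LCVs was 0.459 over 8 pairs of groups. Between cross-types with different maternal morphs, it was 0.399 over 16 pairs. The difference of 0.0599 was equalled or exceeded in 5 of the 100 assignments of families to cross-types (one-sided, share 0.05), and the other assignments ranged from -0.0731 to 0.0961. With each family left out in turn, the difference ranged from 0.0234 to 0.103. Computed over both time points together without scaling them to the same mean, a setting chosen after seeing the data, it was 0.0288. With CVs taken from the deviations of each embryo from the mean of its family, it was 0.0585 and was equalled or exceeded in 3 of 100 assignments.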

First, the samples clustered according to the maternal morph: the hybrids with limnetic maternal origin (PL×SB) clustered with the limnetic offspring (PL×PL), and the hybrids with benthic maternal origin (SB×PL) clustered with the benthic offspring (SB×SB). Then, the pairs of developmental time points clustered within cross-types. This indicates that not only the offspring of the two morphs have genetically based differences in gene expression variability all over the genome, but also that strong maternal effects shape this variability.

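The mean rho between the LCVs of a cross-type at 150 τs and at 200 τs was 0.460 in mRNAs (4 pairs). This exceeded the mean rho between different cross-types at the same time point by 0.0151, a difference that 17 of the 100 assignments of families equalled or exceeded. When single families were left out, the difference fell to -0.0152 at the lowest. With family means removed, it was 0.0214, which 4 of 100 assignments equalled or exceeded.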

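The LCV differed by at least 20 in the same direction at both time points between SB×SB and PL×PL for 1971 mRNAs. The other assignments of families to cross-types gave a median of 2035 such mRNAs (range 1413 to 3272), and 55 of the 100 gave at least as many as the real one. With LCVs over both time points together, the count was 7076, where the other assignments had a median of 6723 and 36 of the 100 gave at least as many. From the clustering of the groups by maternal morph and then by cross-type, the paper concludes that the offspring of the morphs have genetically based differences in expression variability and that strong maternal effects shape this variability.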

**Fig. 2:**
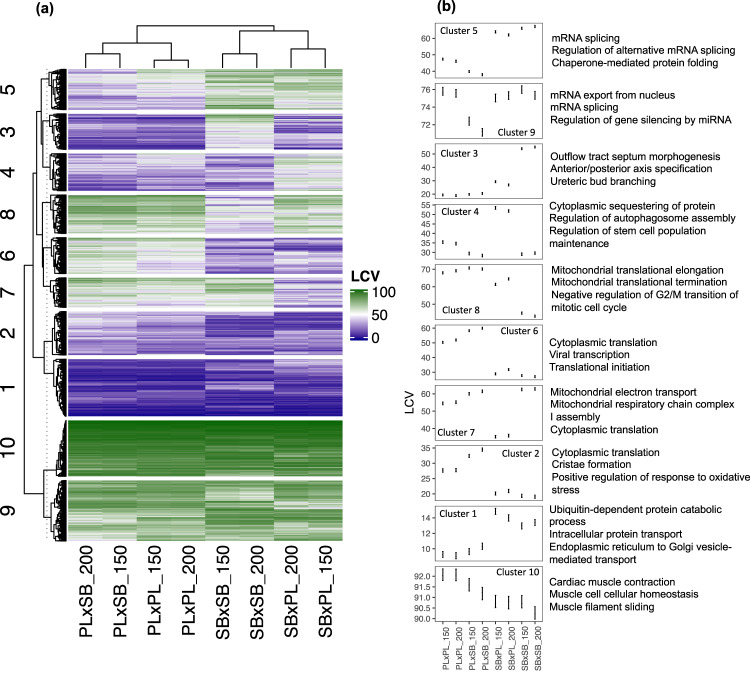
Variation in mRNAs LCV scores. **a** Heatmap of LCV scores, ranging from 0 (no gene expression variation) to 100 (high gene expression variation). **b** LCV estimates (posterior modes and 95% CrIs) of the expression variability clusters and associated top-3 GO names.

**Fig. 3:**
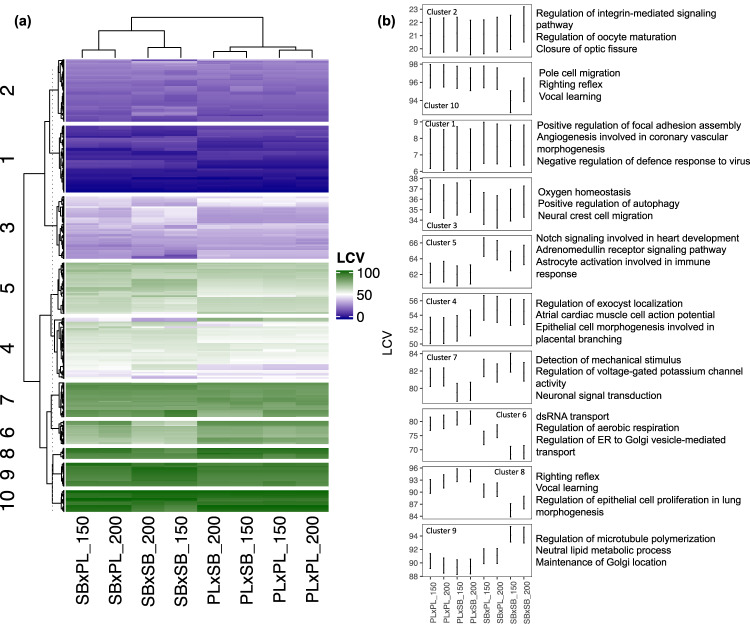
Variation in miRNAs LCV scores. **a** Heatmap and **b** LCV estimates (posterior modes and 95% CrIs) of the expression variability clusters and associated top-3 GO names. LCV scores range from 0 (no gene expression variation) to 100 (high gene expression variation).

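The LCVs of the 17280 mRNAs were divided into 10 clusters by k-means. A cluster was called flat when the mean LCVs of the 4 cross-types, averaged over the time points, spanned less than 10. It was called transgressive when a hybrid lay at least 10 above or at least 10 below both pure crosses. The others were assigned by the pure cross nearest to each hybrid. By this rule, 2 clusters with 3506 mRNAs were maternal, 5 clusters with 7436 mRNAs were transgressive, 3 clusters with 6338 mRNAs were flat and 0 clusters were biased towards the limnetic morph. In the larger maternal cluster, of 1851 mRNAs, the mean LCV at 200 τs was 41.9 in SB×SB, 45.5 in SB×PL, 77.4 in PL×SB and 73.5 in PL×PL. In the other one, of 1655 mRNAs, it was 66.7, 75.5, 48.0 and 37.7 in the same order. At 150 τs, the means in that order were 66.1, 58.2, 77.9 and 64.3 in the larger cluster. In the other they were 65.4, 63.8, 68.4 and 65.9. One flat cluster, of 1621 mRNAs, was flat only on average over the time points. Its mean LCV at 150 τs was 25.8 in SB×PL and between 50.1 and 56.0 in the other cross-types. At 200 τs, it was 45.2 in SB×PL and between 31.7 and 34.9 in the others.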

In the mRNA dataset (Fig. 2), we extracted 10 clusters of genes covarying in expression variability: (i) Clusters 2, 5, and 6 contained 4390 genes which showed a similar pattern in the hybrids as in their respective maternal morph crosses, (ii) Clusters 3 and 8 had 2719 genes with gene expression variability biased towards the limnetic morph pattern in both reciprocal hybrids, and (iii) 2445 genes from Clusters 4 and 7 showed higher variability in one hybrid cross-type than in the two pure-morph crosses (i.e., transgressive variability). 

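The cluster of mRNAs with the lowest LCVs held 2544 genes, whose mean LCV lay between 18.2 (PL×SB at 150 τs) and 21.7 (SB×SB at 200 τs) in the 8 groups. The cluster with the highest LCVs held 2173 genes, with means between 81.4 (SB×PL at 200 τs) and 87.0 (PL×PL at 150 τs).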

For all cross-types, 2096 genes had low-expression variability (Cluster 1), and 4271 genes had high variability (Clusters 9 and 10). We investigated whether these clusters contained genes with similar functions by analyzing their associated Gene Ontology terms (GO). The genes with maternal patterns of expression variability were enriched for GO terms associated with gene regulation (Clusters 2, 5, 6) as well as head and brain development (Cluster 2, Fig. 2b and Supplementary Data 1). GO terms of genes showing transgressive expression variability in the SB×PL hybrids were associated with translation, immunity and metabolism (Fig. 2b and Supplementary Data 1). Finally, genes with higher expression variability in SB×SB than in all the other cross-types were associated with muscle development, notably in the pharyngeal skeleton (Cluster 3), and genes with lower expression variability in SB×SB than in all the other cross-types were associated with gene expression regulation (Cluster 8).

The patterns of miRNAs expression variability among cross-types were less pronounced than for mRNAs, but we observed the same clustering of samples according to the maternal morph (Fig. 3a). 

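In miRNAs, the mean rho of the LCVs was 0.525 between different cross-types with the same maternal morph and 0.509 between cross-types with different maternal morphs. Their difference of 0.0160 was equalled or exceeded in 19 of the 100 assignments of families to cross-types. The alternative that moved it most was the omission of single families, over which it ranged from -0.00307 to 0.0293. Within cross-types, the mean rho between 150 and 200 τs was 0.491. This lay below the mean rho between different cross-types at the same time point, with a difference of -0.0705 that 45 of the 100 assignments equalled or exceeded. Without the library with the lowest total, a setting chosen after seeing the data, the difference between maternal morphs was 0.0172 and was equalled or exceeded in 10 assignments.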

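By the rule used for the mRNAs, 2 of the 10 k-means clusters of the miRNA LCVs were maternal (1539 entries), 1 was biased towards the limnetic morph (711 entries), 3 were paternal (1926 entries), 2 were transgressive (1324 entries) and 2 were flat (2172 entries). In the paternal clusters, the mean LCV of PL×SB was 32.4, 60.3 and 47.9 at 150 τs. At 200 τs, where PL×SB holds the library with the lowest total, it was 60.5, 21.5 and 62.3. No clustering without that library was run, so its part in these patterns is left open. Gene by gene, 732 of the 7672 entries were maternal, 884 were PL-biased, 3460 were transgressive, 767 were paternal, 1021 were SB-biased and 808 were flat. At least as many were found in 55 (maternal), 52 (PL-biased), 57 (transgressive), 31 (paternal), 32 (SB-biased) and 40 (flat) of the 100 assignments of families. With entries of identical counts used once, 191 were maternal. Each entry of several species counts separately here, and the numbers are therefore entries and not miRNA genes.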

Analyses of the 95% Credible intervals (CrIs) overlaps within the 10 gene clusters based on expression variability revealed differences between cross-types with acceptable levels of statistical certainty, even though the observed effects were fairly modest (Fig. 3b): (i) Cluster 5 showed maternally controlled expression patterns in 270 genes and Cluster 4 was associated with a similar trend (albeit with high statistical uncertainty, because of larger overlaps among 95% CrIs). (ii) Clusters 6, 8, and 9 showed 144 genes with a complex pattern with differences in expression variability between the two pure (PL×PL and SB×SB) morph crosses, and the PL×SB hybrids being similar to the PL morph while the SB×PL hybrids had intermediate variability. 

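The k-means cluster of the lowest miRNA LCVs held 1160 entries, with mean LCVs between 13.9 (PL×SB at 200 τs) and 20.1 (PL×PL at 200 τs). The cluster of the highest LCVs held 1012 entries, with means between 80.4 (PL×SB at 200 τs) and 88.8 (PL×SB at 150 τs).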

In all cross-types, Clusters 1 and 2 contained 293 genes with low-expression variability, Clusters 7 and 10 had 132 highly variable genes, and Cluster 3 had 164 with intermediate variability. miRNAs from all the clusters belonged to gene families expressed in various tissues, brain included (Supplementary Data 5).

We used GO enrichment analyses to investigate whether the mRNA targets of miRNAs belonging to the same cluster of expression variability were involved in specific biological processes: Various GO terms, each associated with only a few target genes of miRNAs, were observed in all clusters (Supplementary Data 2). However, we observed trends for enrichment in GO terms associated with eye and nervous system development in Cluster 2 (low-expression variability in all cross-types), with heart development in Cluster 1 (low-expression variability in all cross-types), with eye and vascular development in Cluster 5 (maternal pattern of expression), with the adrenomedullin pathway in Clusters 4 and 5 (maternal pattern of expression), and with nervous system development and epithelial cell proliferation in Clusters 8 (high variability, though significantly lower variability in the benthic morphs, SB×SB) and 10 (high variability, although trend for lower variability in SB×SB). 

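The LCV of 991 of the 7672 miRNA entries differed by at least 20 in the same direction at both time points between SB×SB and PL×PL. The median over the other assignments of families was 729 (range 306 to 1274), and 11 of the assignments gave at least as many. Entries with identical counts, used once, left 162 such entries.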

Overall, the LCV analyses showed genetically based differences in gene expression variability during the development of the benthic and the limnetic morphs. Furthermore, maternal patterns of gene expression variability predominate in hybrids, although expression biases towards the limnetic morph or extreme variability coefficients were observed for many transcripts.

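Gene by gene, 1976 mRNAs had LCVs nearest to the maternal pure cross in both hybrids, 1810 were PL-biased, 1657 were SB-biased, 1216 were paternal, 9712 were transgressive in at least one hybrid and 909 were flat. The median over the other assignments of families was 1594 for maternal mRNAs, and 15 of the 100 assignments gave at least as many. For PL-biased mRNAs the median was 1968, with 71 assignments as high. For transgressive mRNAs it was 8805, with 6. For SB-biased and paternal mRNAs it was 1997 and 1693, with 91 and 100. The median CV of the hybrids exceeded that of the pure crosses by 0.00816 in mRNAs (CV as a fraction, 71 of 100 assignments as far from 0) and by 0.0256 in miRNAs (93 of 100). Without the miRNA library with the lowest total, a setting chosen after seeing the data, the difference in miRNAs was reversed, at -0.0252 (10 of 100).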

### Dominance also prevails for average gene expression

Besides gene expression variability, we also investigated differences in average gene expression between cross-types. 

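Raw counts were compared between cross-types with edgeR's quasi-likelihood F-test with a common trend of the dispersion, from a model with one mean for each of the 8 groups. A batch term was added for the miRNAs. Entries with fewer than 10 reads over all 72 libraries were left out, so that 40311 mRNAs and 11021 miRNA entries were tested, and p-values were adjusted with the Benjamini-Hochberg method. Genes with an adjusted p under 0.1, the paper's threshold, were called differentially expressed. The paper used DESeq2 with shrunken fold changes, and DESeq2's Wald test served as an alternative. The paper states that families were pooled only for the LCVs, and its text does not name the formula of the expression models. Here the 3 siblings of a family were treated as replicates, with a model of one mean per family and the sums of the siblings' counts, with 3 families per cross-type, as further alternatives. In the model of one mean per family, the error is the spread among siblings, and differences between the families of a cross-type do not enter it. Only the sums set the cross-types against the spread between families.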

We observed differential expression between pure-morph crosses at both time points (150τ_s_, and 200τ_s_, Fig. 4). 

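At 150 τs, 11 mRNAs had higher and 4 had lower expression in SB×SB than in PL×PL. The largest increase was in LOC111980339, at 8.71 ± 14.3 CPM (counts scaled by edgeR to a common library total; SD, n = 9 embryos) in SB×SB and 1.19 ± 0.316 (SD, n = 9) in PL×PL, a log2 fold change of 2.87 (standard error 0.53, adjusted p = 0.020). The difference of LOC111980339 rested on the embryos of SB×SB family 3, since without this family its log2 fold change was 0.43 (standard error 0.29) with an adjusted p of 1. LOC111976284 had a log2 fold change of 0.98 (standard error 0.22, adjusted p = 0.079) and remained at 0.97 without family 3, with an adjusted p of 0.262. LOC111952141 had a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.058), and 0.31 without family 3. At 200 τs, ccdc122 was higher in SB×SB, with a log2 fold change of 3.72 (standard error 0.70, adjusted p = 0.00052), followed by LOC111970262 at 3.62 and LOC111982414 at 3.62. LOC111978879 was lower in SB×SB, with a log2 fold change of -6.28 (standard error 1.58, adjusted p = 0.0067), followed by LOC112073516 at -5.17 and LOC111981224 at -4.43. With the siblings' counts summed, the adjusted p of the 6 genes named at 200 τs stayed under 0.1, and LOC111981224 had the highest, 0.054. The mean counts per embryo behind the lower values were small, such as 1.56 for LOC111978879 in SB×SB at 200 τs.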

Only 25 genes were differentially expressed at 150τ_s_ between the benthic (SB×SB) and the limnetic (PL×PL) crosses, whereas 7824 were differentially expressed at 200τ_s_ (adjusted *P* < 0.1). 

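At 150 τs, 15 mRNAs had an adjusted p under 0.1 between SB×SB and PL×PL, 0.0372% of those tested, and 1553 had an unadjusted p under 0.05. At 200 τs, 7075 did, 17.6% of those tested, of which 3506 were higher and 3569 lower in SB×SB. DESeq2 gave 25 at 150 τs and 7568 at 200 τs, and 6837 of the latter were among the 7075. Sums over siblings gave 1 mRNA at 150 τs and 2633 at 200 τs, and a fit of the 18 embryos compared alone gave 0 and 7062. With each of the 6 families left out in turn, the counts ranged from 0 to 36 at 150 τs and from 2658 to 7707 at 200 τs.

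**Figure D2:**
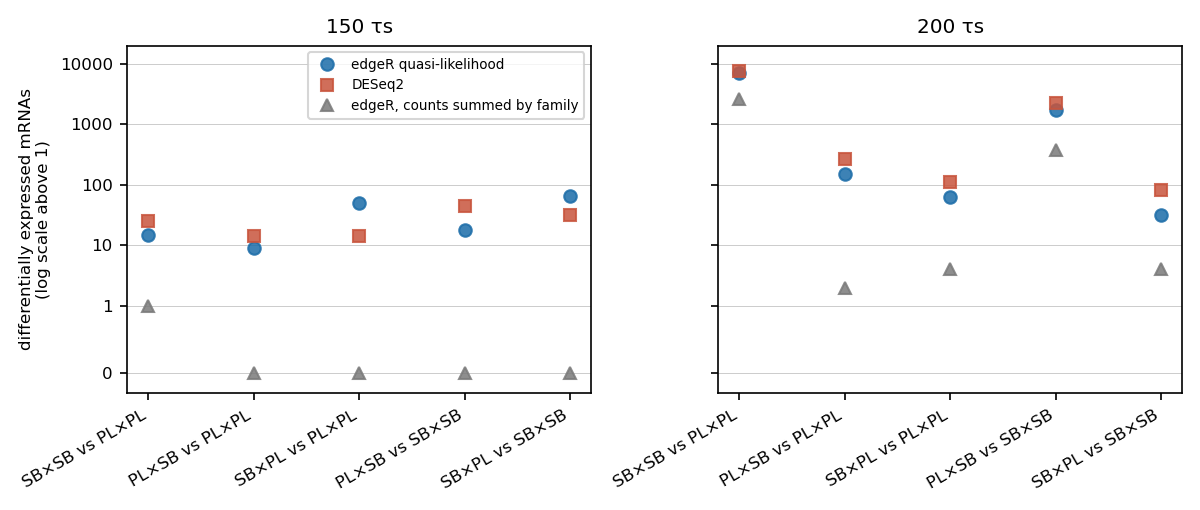
Number of mRNAs with an adjusted p under 0.1 in each comparison of cross-types at 150 τs (left) and 200 τs (right), on an axis that is logarithmic above 1. Circles are edgeR's quasi-likelihood test on embryos, squares are DESeq2 and triangles are edgeR on counts summed by family, and between the pure crosses at 200 τs the 3 give 7075, 7568 and 2633.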

Likewise, up to 44 genes were differentially expressed at 150τ_s_ between one hybrid cross-type and any other cross-type (SB×PL vs. SB×SB) compared with 2504 genes at 200τ_s_ (PL×SB vs. SB×SB, Fig. 4). Thus, we only used the 200τ_s_ time point to analyze and discuss general trends (i.e., the functional analyses and overall dominance).

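At 150 τs, 9 mRNAs differed between PL×SB and PL×PL, 50 between SB×PL and PL×PL, 18 between PL×SB and SB×SB and 64 between SB×PL and SB×SB. At 200 τs, the counts were 153, 62, 1735 and 32 in the same order. Of the 1735, 1232 were higher and 503 lower in PL×SB. DESeq2 gave 14, 14, 44 and 32 at 150 τs and 266, 112, 2255 and 81 at 200 τs, so that SB×PL had the larger count against SB×SB at 150 τs with edgeR and PL×SB with DESeq2.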

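Of the mRNAs called between SB×SB and PL×PL at 200 τs, 306 (4.33%) had an unadjusted p under 0.05 at 150 τs, against 3.75% of the other mRNAs. The sign of their log2 fold change was the same at 150 τs for 73.6%, with a Spearman's rho of 0.499 across these genes. The median absolute log2 fold change was 0.0705 at 150 τs and 0.173 at 200 τs among genes with a mean of at least 1 CPM. The biological coefficient of variation was 0.197 at 150 τs and 0.198 at 200 τs.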

**Fig. 4:**
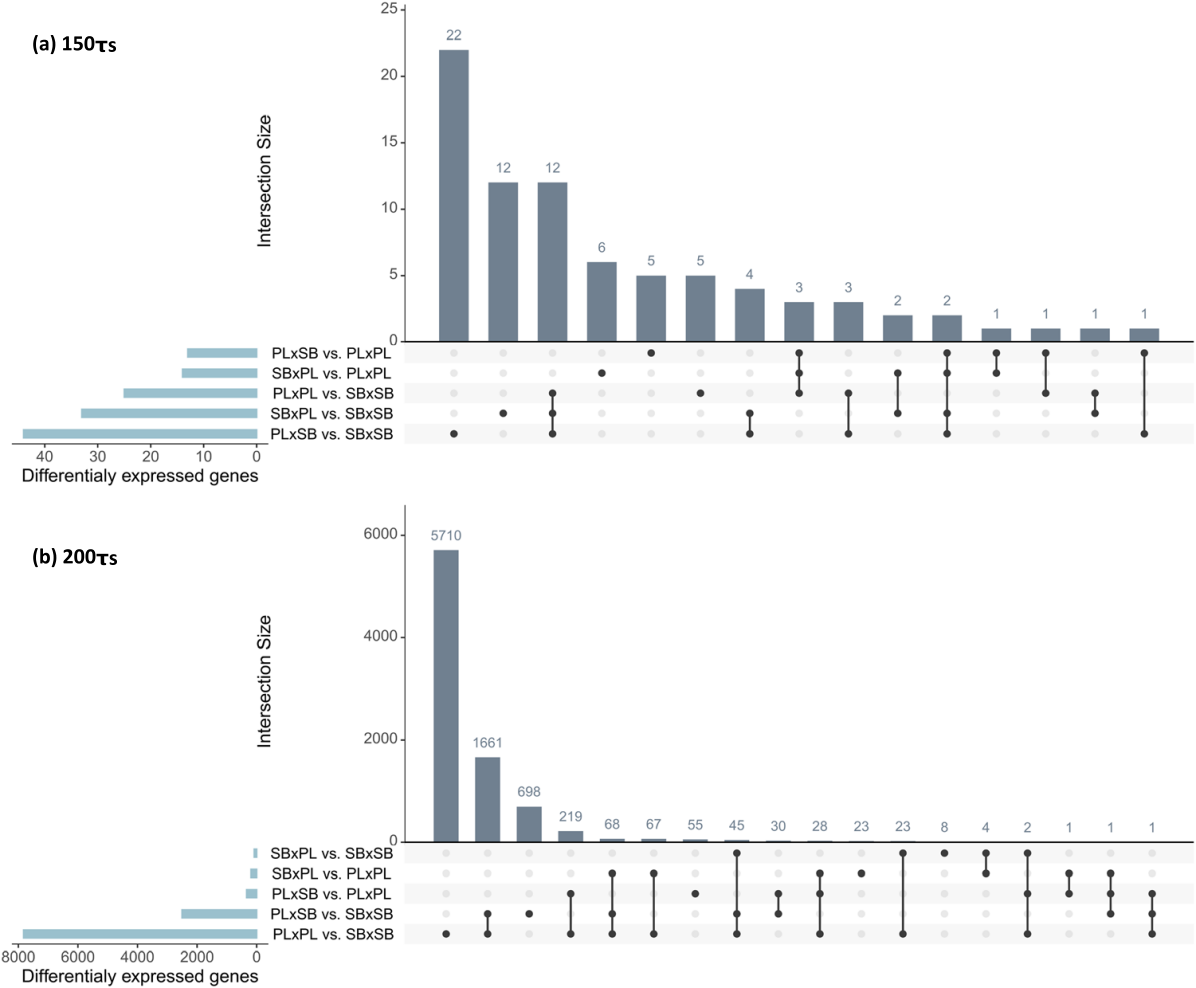
Intersections between the sets of differentially expressed mRNAs in each cross-type comparison. Number of differentially expressed genes at **a** the early 150τ_s_ developmental time point and **b** the latter 200τ_s_ time point.

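At 200 τs, 7575 mRNAs were called in at least one of the 5 comparisons. Of those called between the pure crosses, 5670 (80.1%) were called in no other comparison and 1224 were called in addition only between PL×SB and SB×SB. On a scale from 0 (PL×PL) to 1 (SB×SB), the median position of the mRNAs called between the pure crosses was 0.448 in SB×PL (quartiles 0.285 and 0.626) and 0.436 in PL×SB (quartiles 0.193 and 0.683). The hybrid mean lay between those of the pure crosses for 93.4% of them in SB×PL and 84.5% in PL×SB.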

At 200τ_s_, the majority of differentially expressed genes were unique to the benthic/limnetic contrast, suggesting intermediate expression in the hybrids (Fig. 4). 

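Measured by position between the pure crosses at 200 τs, 41.9% of the mRNAs called between them lay nearer to SB×SB than to PL×PL in SB×PL and 43.5% did in PL×SB, the hybrid with the limnetic mother. Summing siblings gave 2 mRNAs between PL×SB and PL×PL, 4 between SB×PL and PL×PL, 376 between PL×SB and SB×SB and 4 between SB×PL and SB×SB. A model with a mean for each family, whose error is the spread among siblings alone, gave 928, 152, 2580 and 1173 in this order.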

Considerably fewer genes were differentially expressed between each hybrid cross-types and the cross-type of their maternal morph than with the cross-type of the alternate maternal morph. This clearly implies that maternal effects are a major a diver of average gene expression at a key developmental time point for the formation of the skull. 

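The direct comparison of the reciprocal hybrids, PL×SB against SB×PL, gave 598 mRNAs at 200 τs, of which 453 were higher in PL×SB, and 41 at 150 τs. This comparison was added after seeing the data. With DESeq2, it gave 1259 and 7. With sums over siblings it gave 0 at both time points, where 3559 mRNAs at 200 τs and 976 at 150 τs had an unadjusted p under 0.05. From the fewer genes called between a hybrid and the cross-type of its maternal morph, the paper concludes that maternal effects are a major driver of average gene expression at 200 τs.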

The differentially expressed genes between the limnetic offspring (PL×PL) and either hybrid cross-types were enriched for GO terms related to metabolism, immunity and mitochondrial DNA inheritance (Supplementary Data 3). The differentially expressed genes between the benthic offspring (SB×SB) and both hybrid cross-types were enriched for GO terms associated with muscle development (Supplementary Data 3).

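The shares were compared with a chi-square test between the reciprocal hybrids, against the same pure cross and out of the same 40311 mRNAs. At 150 τs, 0.0223% differed from PL×PL in PL×SB and 0.124% in SB×PL (χ2 = 27.1, p = 1.9e-07), and 0.0447% differed from SB×SB in PL×SB and 0.159% in SB×PL (χ2 = 24.7, p = 6.6e-07). At 200 τs, 0.380% differed from PL×PL in PL×SB and 0.154% in SB×PL (χ2 = 37.8, p = 7.9e-10), and 4.30% differed from SB×SB in PL×SB and 0.0794% in SB×PL (χ2 = 1676.1). Genes are not independent, and these p-values cover only the sampling of genes.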

To further explore the extent of maternal effects in overall gene expression, we tested whether the proportion of differentially expressed mRNA genes were lower in the contrasts between pure-morph cross-types and hybrids with the same maternal morph than between pure-morph cross-types and the hybrids with a different maternal morph. Such pattern was only detected at 200τ_s_ in the contrasts involving the reciprocal hybrids and the SB×SB crosses (Table 1), showing that maternal effects on average gene expression are less evident when looking at the scale of the whole transcriptome.

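Against SB×SB, the share was lower in the hybrid with the same maternal morph at 200 τs and higher in it at 150 τs. Against PL×PL, it was higher in the hybrid with the same maternal morph at 200 τs and lower in it at 150 τs. With DESeq2's calls, χ2 was 0 against PL×PL and 1.59 (p = 0.207) against SB×SB at 150 τs, the latter with the larger share in PL×SB, and 62.2 and 2081.7 at 200 τs. With sums over siblings, χ2 at 200 τs was 0.167 (p = 0.683) against PL×PL, with the larger share in SB×PL, and 363.9 against SB×SB.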

**Table 1:** Number and proportion of differentially expressed mRNA transcripts in each contrast, *χ*^2^ and *P* values contrast comparisons.

RNA	Contrast 1	Contrast 2	$${\chi }^{2}$$	*P*
mRNA	PL×SB/PL×PL-150τ_s_ = 13 (0.03%)	SB×PL/PL×PL-150τ_s_ = 14 (0.03%)	0.000	1.000
	PL×SB/SB×SB-150τ_s_ = 44 (0.11%)	SB×PL/SB×SB-150τ_s_ = 33 (0.08%)	1.299	0.254
	PLxSB/PL×PL-200τ_s_ = 337 (0.82%)	SB×PL/PL×PL-200τ_s_ = 192 (0.46%)	39.449	<0.001^a^
	PL×SB/SB×SB-200τ_s_ = 2504 (6.39%)	SB×PL/SB×SB-200τ_s_ = 82 (0.2%)	2339.084	<0.001^a^

^a^Significant after Bonferroni correction (threshold = 0.013).

At 150τ_s_, one gene was overdominant (*splicing factor U2AF subunit*), and one was under-dominant (*cytochrome c oxidase subunit*) but neither under- nor overdominance expression was detected at the 200τ_s_ developmental time point. 

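With the criteria of Supplementary Table 3, 0 mRNAs were overdominant and 0 were underdominant at either time point. LOC111955992, a splicing factor U2AF 65 kDa subunit in Supplementary Table 2, had 4.81 ± 3.90 CPM in SB×PL, 4.52 ± 2.29 in PL×SB, 0.273 ± 0.0981 in SB×SB and 0.75 ± 1.33 in PL×PL at 150 τs (SD, n = 9 in each). One PL×PL embryo had 4.27 CPM and the other 8 had 0.550 or less. Against PL×PL, the log2 fold change was 2.65 in SB×PL (adjusted p = 0.043) and 2.56 in PL×SB (standard error 0.60, adjusted p = 0.136), so that the second fell short of the threshold. Against SB×SB, it was 4.09 and 4.00, with adjusted p-values of 0.00091 and 0.0039. With DESeq2, 1 mRNA was overdominant and 1 underdominant at 150 τs.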

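At 200 τs, 15 mRNAs met the 5 criteria for a maternal pattern, and 0 did at 150 τs. DESeq2 gave 37 at 200 τs, among them those 15, and sums over siblings gave 0. With one mean for each family, a setting chosen for this class after seeing the data, 39 mRNAs were maternal at 200 τs. The class needs calls in 3 comparisons and their absence in 2 others, and with each family left out in turn its size ranged from 3 to 63 at 200 τs.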

While 68 genes showed a maternal pattern of expression at 200τ_s_, none were detected at 150τ_s_. We identified biased expression in hybrids towards the limnetic morph in 12 genes at 150τ_s_ and in 38 genes at 200τ_s_. 

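Expression biased towards the limnetic morph was found in 4 mRNAs at 150 τs and 19 at 200 τs, and towards the benthic morph in 3 and 21. DESeq2 gave 13 and 44 mRNAs biased towards the limnetic morph, and one mean for each family, chosen for this class after seeing the data, gave 0 and 264. Of the 11 mRNAs with higher expression in SB×SB than in PL×PL at 150 τs, 10 had the same 2 SB×SB embryos, B and C of family 3, as their 2 highest. This pair was the highest in 8.62% of the 28812 mRNAs with a mean of at least 1 CPM, and 1 of the 36 pairs of the 9 embryos would give 2.78%. With family 3 left out, 0 of the 11 were called, and their median log2 fold change went from 1.45 to 0.15. LOC111976284 was the exception, in which only embryo C was among the 2 highest. At 200 τs, in other embryos, family 3 had the highest SB×SB mean in 9 of the 11 mRNAs, and 7 of the 11 were called.

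**Figure D3:**
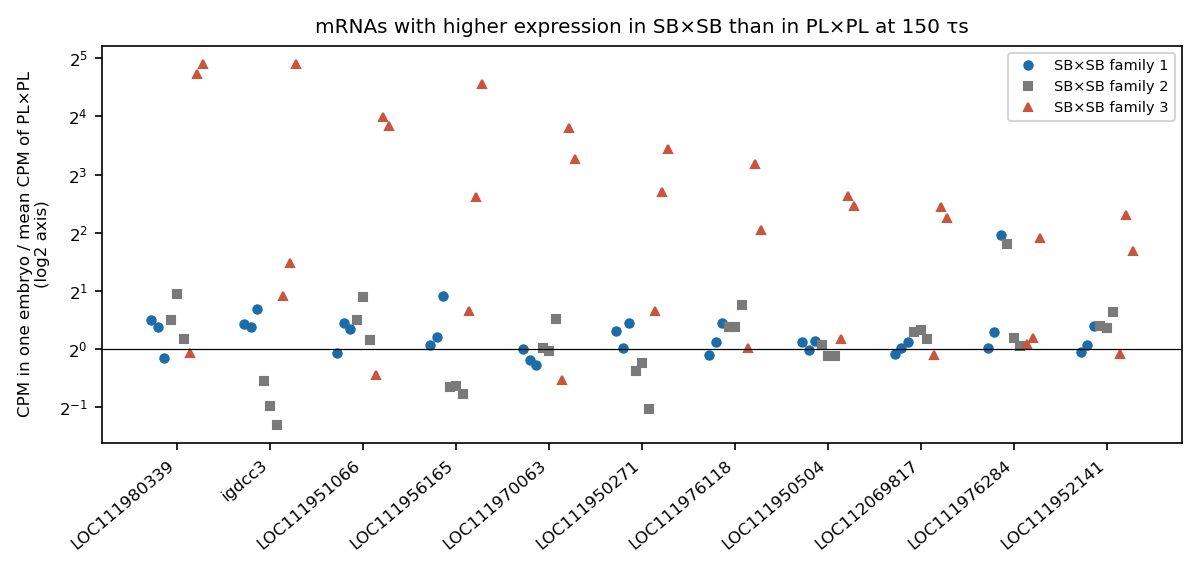
The 11 mRNAs with higher expression in SB×SB than in PL×PL at 150 τs. Each point is one SB×SB embryo, with its CPM divided by the mean CPM of the 9 PL×PL embryos on a log2 axis, symbols and colours give the family, and the line marks a ratio of 1. The 2 highest points are embryos B and C of family 3 in 10 of the 11 mRNAs.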

The genes with maternal and limnetic-biased expression in hybrids were enriched in GO terms associated with morphogenesis in general and muscle development in particular (Supplementary Table 1). Note that the differentially expressed genes, including the ones showing maternal and limnetic-biased patterns of expression were scattered throughout the genome and not found in specific regions of differentiation (Supplementary Table 2 and Supplementary Fig. 1).

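Between SB×SB and PL×PL, 364 miRNA entries with 80 distinct count profiles differed at 150 τs, of which 244 were higher and 120 lower in SB×SB. At 200 τs, 1631 entries with 367 distinct profiles differed, of which 1198 were higher and 433 lower. DESeq2's size factors in place of TMM factors gave 153 higher and 118 lower at 150 τs, and 639 and 414 at 200 τs. DESeq2's test gave 228 and 216 at 150 τs and 660 and 803 at 200 τs, so that the majority was lower in SB×SB at 200 τs. Without the batch term, the counts fell to 51 at 150 τs and 238 at 200 τs. Between the hybrids and PL×PL, 0 entries differed in any of the 4 comparisons, where 604 (PL×SB) and 1375 (SB×PL) at 150 τs and 1018 and 1151 at 200 τs had an unadjusted p under 0.05. Against SB×SB, 145 entries differed in PL×SB and 344 in SB×PL at 150 τs. At 200 τs, the counts were 94 and 0, the last with 656 at an unadjusted p under 0.05. Against PL×PL, DESeq2 gave 0 (PL×SB) and 188 (SB×PL) at 150 τs and 332 and 411 at 200 τs. Against SB×SB, it gave 458 and 395 at 150 τs and 402 and 151 at 200 τs. Without the library with the lowest total, a setting chosen after seeing the data, edgeR gave 73 between PL×SB and PL×PL at 200 τs.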

Similar results on average gene expression were observed when analyzing the miRNA data. Like in the case of mRNA expression, differential expression between pure-morph crosses was detected at both developmental time points but most of the variation appeared at 200τ_s_. miRNAs from 6 miRNA families differed in expression between the two pure-morph crosses at 150τ_s_ (Table 2). 

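At 150 τs, the entries that differed between the pure crosses belonged to 9 of the 181 miRNA families tested, among them 5 of the 6 in Table 2 (miR-100, miR-181, miR-199, miR-375 and miR-455). The rule that reads a family from an entry's name was corrected after its output was seen. The miR-148 family of Table 2 had 46 entries tested and 0 called, and DESeq2 called 6 of them, for 8 families in all. With only the names of Supplementary Data 6, entries of 6 families were called, the same 6 as in Table 2. Of the other families, miR-181 had 115 entries called and miR-199 had 85.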

Of those, four miRNA families (miR-100, miR-181, miR-34, miR-816) contained differentially expressed genes in more than two cross-types. 

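At 150 τs, entries of miR-100 and miR-34 were called between SB×SB and each of the other 3 cross-types, 90 and 49 entries in each comparison. Of the 370 entries of miR-181, 1 was called between PL×SB and SB×SB, where DESeq2 called 142. Of the 14 entries of miR-8160, 8 were called between SB×PL and SB×SB. By the criteria of Supplementary Table 3, 140 entries had expression biased towards the limnetic morph, from the families miR-100, miR-181 and miR-34, and 0 had a maternal pattern. Since miR-181 had 1 call between PL×SB and SB×SB, it gave only 1 of the 140. That entry was higher in SB×SB, whereas 114 of the 115 miR-181 entries called between the pure crosses were lower in SB×SB.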

Two of these miRNA families included miRNAs with putative roles in brain development (miR-100 and miR-181^67,68^) and showing expression similar to the limnetic morph in both hybrid cross-types. 

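The entry of miR-100 with the highest counts, age-miR-100, had 62.2 ± 41.9 CPM in SB×SB, 38.5 ± 21.7 in SB×PL, 36.1 ± 11.5 in PL×SB and 38.0 ± 14.1 in PL×PL at 150 τs (SD, n = 9 in each). Its log2 fold change between SB×SB and PL×PL was 0.55 (standard error 0.14, adjusted p = 0.024), and in SB×PL and PL×SB against PL×PL it was -0.06 and -0.09 (adjusted p = 0.919 and 0.923). The entry of miR-181 with the highest counts, pma-miR-181a-5p, was lower in SB×SB than in PL×PL, at 1634.7 ± 303.7 against 1937.7 ± 262.7 CPM (SD, n = 9), with a log2 fold change of -0.25 (standard error 0.07, adjusted p = 0.039). Against SB×SB, it was 0.23 higher in SB×PL (adjusted p = 0.094) and 0.22 higher in PL×SB (adjusted p = 0.122) on the log2 scale.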

Genes of the miR-34 family—a family involved in brain development^69^—showed higher expression in the benthic offspring (SB×SB) compared to both hybrid cross-types, and exhibited nonsignificant but substantially large fold changes between the benthic and the limnetic cross-types. 

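The entry of miR-34 with the highest counts, dre-miR-34a, had 1.30 ± 1.83 CPM in SB×SB, 0.333 ± 0.162 in SB×PL, 0.351 ± 0.146 in PL×SB and 0.271 ± 0.0909 in PL×PL at 150 τs (SD, n = 9 in each). The log2 fold change was 2.18 between SB×SB and PL×PL (standard error 0.46, adjusted p = 0.0030), -1.78 between PL×SB and SB×SB (standard error 0.43, adjusted p = 0.0063) and -1.89 between SB×PL and SB×SB (standard error 0.41, adjusted p = 0.0046). The difference rested on 2 embryos of SB×SB family 3, B with 4.31 CPM (76 reads) and C with 4.70 CPM (283 reads), while the other 34 libraries at 150 τs had at most 0.627. Without family 3, the log2 fold change between the pure crosses was 0.55 (standard error 0.29, adjusted p = 0.302). With all families, edgeR called 49 of the 50 miR-34 entries between the pure crosses at 150 τs, and DESeq2 called 0. Between SB×SB and each hybrid, both tests called 49.

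**Figure D4:**
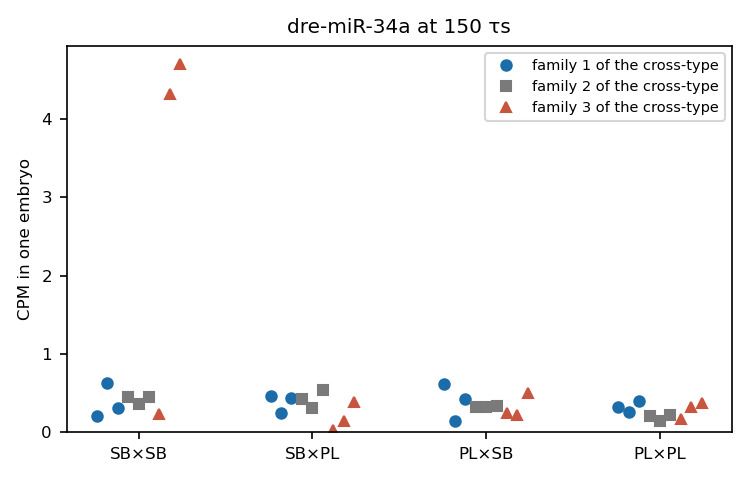
Expression of dre-miR-34a at 150 τs in CPM, with one point per embryo, 9 embryos per cross-type, and symbols and colours for the 3 families of each cross-type. Embryos B and C of SB×SB family 3 lie at 4.31 and 4.70, and the other 34 embryos lie at or below 0.627.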

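The entry of miR-8160 with the highest counts, ssa-miR-8160-5p, had 2.32 ± 2.49 CPM in SB×PL, 1.27 ± 1.15 in PL×SB, 0.981 ± 0.273 in SB×SB and 0.856 ± 0.293 in PL×PL at 150 τs (SD, n = 9 in each). Against SB×SB, the log2 fold change was 1.20 in SB×PL (standard error 0.32, adjusted p = 0.022) and 0.46 in PL×SB (adjusted p = 0.717). Against PL×PL, it was 1.40 in SB×PL (standard error 0.34, adjusted p = 0.124) and 0.65 in PL×SB (adjusted p = 0.85). The difference from SB×SB depended on one family, and without SB×PL family 3 the log2 fold change was 0.35 (adjusted p = 0.733).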

Genes of the miR-8160 family also showed higher expression in hybrids, although differences between hybrids of limnetic maternal origin (PL×SB) and the limnetic offspring were not significant. The role of miR-8160 during development is not currently known.

**Table 2:** Differentially expressed miRNAs between pure-morph crosses, and miRNAs with nonadditive inheritance.

	miRNA family (homologs)^a^	Location/function of putative homologs^b^
DE at 150τ_s_	miR-100 (43), miR-148 (2), miR-181* (47), miR-199* (24), miR-375 (14), miR-455 (3)	Epithelia of pharyngeal arches, head skeleton and pectoral fins, epidermis of head, tip of the tail, brain, spinal cord thymic primordium, eyes, sense organs, in zebrafish/medaka^67,101^ Cell metabolism and viability in zebrafish^102^ Lens pigments epithelial cell proliferation in in newt^103^ Cardiac development in zebrafish^104^ Vascular development, zebrafish^105^ Involved in chondrogenesis, human^106^
DE at 200τ_s_	let-7* (5), miR-1* (37), miR-10* (42), miR-124* (51), miR-125 (2), miR-128 (27), miR-132 (11), miR-138 (27), miR-148 (2), miR-181* (47), miR-193 (14), miR-199* (4), miR-20 (1), miR-200 (2), miR-203 (19), miR-206* (16), miR-2188* (5), miR-221 (1), miR-222 (20), miR-2478 (1), miR-27 (3), miR-30* (23), miR-301 (3), miR-429 (18), miR-430* (1), miR-455* (7), miR-725 (3), miR-737* (1), miR-9* (6), miR-92 (57), miR-9226 (1)	Brain, sense organs, eyes, spinal cord, skeletal muscles, gills, excretory/digestive system, pharyngeal arches, fins, epidermis of the head, tip of the tail, in zebrafish/medaka^67,101^ Brain morphogenesis in zebrafish^107^ Angiogenesis in muscles, in zebrafish^108^
Maternal at 200τ_s_	miR-1* (25)	Body, head, fin muscles and skeletal muscles, in zebrafish/medaka^67,101^
PL-dominant at 150τ_s_	miR-100 (43), miR-181 (47)	Brain; spinal cord, eyes, thymic primordium, sense organs, gills in zebrafish/medaka^67,101^

^a^Different miRNAs from the same family, the same miRNAs with different orientations, paralogs or putative orthologs (the reads have aligned to different sequences, from different species, but have the same miRNAs name).

^b^Putative location/functions according to the literature.

^*^Also found to be differentially expressed between SB and domesticated charr embryos by Kapralova et al.^109,100^.

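At 200 τs, entries of 54 miRNA families differed between the pure crosses, among them 30 of the 31 families listed in Table 2. The one not among them, miR-725, was called with DESeq2, which gave 35 families with 26 of the 31. With only the names of Supplementary Data 6, 16 of the 31 were called. Of the 137 entries of miR-1, 96 were lower in SB×SB than in PL×PL and 81 were higher in PL×SB than in SB×SB. Without the library with the lowest total, a setting chosen after seeing the data, 80 were called between PL×SB and SB×SB. The entry with the highest counts was aca-miR-1a-3p. The PL×SB libraries include the one with the lowest total, and the highest PL×SB value of this entry was 12.4 CPM. The PL×SB family means ranged from 4.61 to 7.76 CPM. That highest value enters the PL×SB mean and SD given here, so they do not place PL×SB above PL×PL. The entry had 3.21 ± 0.657 CPM in SB×SB and 3.87 ± 1.08 in SB×PL. It had 5.73 ± 2.56 in PL×SB and 5.27 ± 0.954 in PL×PL (SD, n = 9 in each). Its log2 fold change was -0.69 between SB×SB and PL×PL (standard error 0.14, adjusted p = 0.00048), 0.56 between PL×SB and SB×SB (standard error 0.14, adjusted p = 0.029) and -0.45 between SB×PL and PL×PL (standard error 0.14, adjusted p = 0.219). The last of these is needed for a maternal pattern, which 0 entries met at 200 τs. DESeq2 gave 178 maternal entries, from miR-10 and miR-92. One mean for each family, chosen for this class after seeing the data, gave 80 maternal entries, all of miR-1. The omission of SB×SB family 2 or of SB×PL family 3 also gave 80 of miR-1, and that of any other family gave 0.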

At 200τ_s_, miRNAs from 32 families were differentially expressed between the two morphs, one of those (miR-1) showing a maternal pattern of expression. Members of these families are expressed in neuronal structures, in epidermal tissues and the pharyngeal arches during zebrafish development (Table 2). Note that the predominance of these organs in our dataset may reflect literature biases. For example, there was no observed difference in the proportions of miRNAs reported to be expressed in brain tissues between our dataset of differentially expressed miRNAs and the full reference dataset of Wienholds and colleagues^67^ (*X*^2^ = 1.82; df = 1; *P* = 0.18).

The target genes of the differentially expressed miRNAs between pure-morph crosses were enriched in GO terms associated with numerous biological processes, including eye development and immunity at 150τ_s_, and eye and enteric development at 200τ_s_ (Supplementary Data 4). These results on *average* gene expression levels indicate substantial differential expression patterns between the benthic and the limnetic morphs, especially at the later stage of development (200 τ_s_). 

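Whether the difference between SB×SB and PL×PL changed from 150 to 200 τs was tested directly with an interaction term, a comparison added after seeing the data. It was called for 14 mRNAs, with 4444 at an unadjusted p under 0.05, and for 300 miRNA entries. DESeq2 gave 266 mRNAs and 622 miRNA entries, and sums over siblings gave 1 and 320.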

In the hybrids, maternal patterns of expression and biases toward the limnetic morph also appear to be important.

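In miRNAs, the direct comparison of the reciprocal hybrids gave 0 entries at both time points, with 648 at an unadjusted p under 0.05 at 150 τs and 425 at 200 τs. DESeq2 gave 42 at 150 τs. Of the 15 mRNAs called between the pure crosses at 150 τs, the median position on the scale from 0 (PL×PL) to 1 (SB×SB) was 0.113 in SB×PL and 0.110 in PL×SB. Among these mRNAs, 11 were higher in SB×SB, and in 10 of the 11 the same 2 embryos of SB×SB family 3 were the highest. A cross-type without those embryos lies near 0 in such mRNAs. The position at 150 τs thus follows from how the mRNAs were chosen and does not test a limnetic bias.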

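The LCVs and the differential expression of the same mRNAs were compared at 200 τs. The 4638 mRNAs that were called between SB×SB and PL×PL and had an LCV differed between these crosses by a median of 19.8 in LCV, without regard to sign, and the other mRNAs with an LCV differed by 21.8. Among 10000 random lists of as many mRNAs of similar expression, with medians between 19.4 and 22.0, this lay at percentile 0.18. With family means removed from the CVs, the median was 20.2, at percentile 6.35. Genes are not independent, so the lists do not serve as a test between families.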

Altogether, our results show a striking consistency between gene expression variability and differential (*average*) gene expression. Specifically, we reported strong patterns of divergence in gene expression *variability* during a developmental period with considerable differential expression at the transcriptomic scale—this period corresponding to cartilage development in major structures in the head with established roles in phenotypic divergence. Taken together, our results indicate that the genes involved in such patterns of expression *variability* have putative roles in phenotypic divergence.

## Discussion

Canalization may play important roles in adaptive divergence. Any loss of buffering in the developmental mechanisms that generate phenotypic variation may expose previously cryptic variation to natural selection, while any suppression of variance may reduce the efficacy of selection^70,71^. Phenotypic variation is driven by the expression of genes that influence developmental processes, but there is little prior work on the dynamics of gene expression variance during divergence under selection. Here, we tackle this important question using sympatric Artic charr morphs. Using a common garden experimental design, we find compelling patterns of gene expression variability in embryos that depict a complex picture involving changes in many traits or developmental pathways, potentially leading to the multifarious differentiation of canalized phenotypes during adaptive divergence. This view is supported by the multiple clusters of genes covarying in expression variability and differing among cross-types, remarkably exceeding the expression variation attributed to developmental timing. Most of these clusters showed maternal biases in expression variability, while others showed similar expression variability in hybrids as in the limnetic morph, and some exhibited over- and underdominance in hybrids. This trend for nonadditive expression variability inheritance was substantiated by the consistency of expression profiles from two datasets involving coding and noncoding RNAs. Such results challenge our current understanding of the evolutionary-developmental dynamics of canalization by suggesting (1) the existence of unknown molecular mechanisms shaping the development of phenotypic variability and (2) the recurrence of maternal effects and dominance on those mechanisms, most likely influencing evolutionary trajectories during divergence and biasing the effects of hybridization. These two aspects will be dealt with separately in the present discussion.

First, the sharp and multiple differences in expression variance between the two morphs indicated that divergence in gene expression variability evolves rapidly and may occur multiple times across the whole transcriptome. This high evolutionary potential of gene expression variability, as suggested by the strong differences between the two recently diverging morphs, contrasts with current views on the developmental origins of phenotypic variation. Little is known about the developmental mechanisms involved in the evolution of phenotypic variability, but nonlinearity in genotype–phenotype maps has been proposed as a parsimonious explanation^14^ which was recently supported by experimental studies on single genes. For example, enhanced phenotypic variation can result from decelerating gene expression dose–responses curves, thereby producing the most distinct phenotypes for the same gene expression difference at the lowest gene expression levels, as observed in mice with the effects of *Fgf8* on midfacial shape^29^, or with the effects of *Wnt9b* on mouth clefting^28^. Yet, the transcriptome scale snapshots provided by our study suggest the existence of important additional mechanisms modulating canalization. In our study, those mechanisms take the form of direct changes in gene expression variability (i.e., rather than being effective downstream of the transcription) and appear to affect a multitude of genes.

The developmental implications of such changes in gene expression variability may be manyfold, but important insights can be gained through conceptual models. Waddington’s epigenetic landscape, which depicts the funneling of developmental processes into valleys whose steepness represents resistance to developmental variation^13,14^, is an especially powerful metaphor to envision the role of gene expression in canalization. In a context of adaptive divergence, stochastic developmental processes acting within individuals can drift towards distinct coordinates of developmental space, which ultimately correspond to phenotypes approximating contrasting fitness optima. Gene expression variability can be conceptualized as the potential energy affecting the trajectory of these developmental processes across the epigenetic landscape (i.e., the steepness of valleys^72,73^). If hybridization increases gene expression variability (as observed in hybrids between *Coregonus clupeaformis* incipient species, for example, ref. ^74^), such metaphoric landscapes would flatten, resulting in wide developmental opportunities with potentially diverse evolutionary consequences (e.g., maladapted phenotypes, increased phenotypic novelty, or high resilience to incompatibilities). However, we showed that increased expression variability is not a systematic outcome of hybridization, at least regarding first-generation hybrids. Rather, maternal effects and morph biases predominate, suggesting a state of canalization in hybrids that can be conceptualized as a composite picture of multi-layered landscapes, most of those tending towards the values observed in one morph.

The consequences of this multivariate landscape of gene expression variability on the final phenotype, especially with regards to the effects of hybridization, remain unexplored. On the one hand, changes in the expression variability of genes from independent pathways may generate hybrid trait mismatches analogous to what is commonly described for average trait values, thereby reducing fitness in hybrids. On the other hand, phenotypic robustness may be modulated by the interconnectivity of developmental pathways (e.g., from gene networks, developmental constraints, or tissue interactions). In this model, phenotypic effects resulting from the disruption of the room of maneuver of a developmental pathway (due to mutations or genetic breakdowns through hybridization) could be buffered—or accentuated—by the state of canalization of other co-acting pathways. Applying a gene regulatory network perspective^75^ to variability may therefore provide efficient tools to ascertain how gene expression influences the evolution of canalization and its implications for adaptive divergence.

The other compelling aspect of our results is that, while striking evidence for the rapid evolution of gene expression variability among diverging populations was uncovered, much of this observed variation was dominated by maternal effects. Maternal effects are increasingly recognized as powerful drivers of developmental biases, propelling adaptive evolution towards specific evolutionary trajectories^7,76^, and to which the Arctic charr appear to be no exception^6,77^. While the evolutionary consequences of these observed patterns remain to be established, such maternal effects might facilitate adaptive divergence by maintaining particular levels of expression variability in specific genes, and this independently of the average expression levels (i.e., regardless of the nonlinear gene expression dose–responses curves modulating variance discussed above). This would enable the emergence of multiple phenotypic differences over very short evolutionary timescales, such as the complex benthic and limnetic ecotypes in the Arctic charr of Thingvallavatn.

Early maternal effects on gene expression variability as observed in our results may not only enable the precise developmental trajectories for a given niche, but also preserve the integrity of the resulting phenotypes when populations diverge in sympatry, constraining the effects of hybridization. Recently, much attention was brought towards the role of hybridization in increasing phenotypic variation and relaxing trait covariation^78,79^. However, our results suggest that increased (gene expression) variability in hybrids may not be a dictating rule. To the contrary, we showed the predominance of maternal effects, morph biases and, to a lesser extent, transgressive variability that would result in a definite combination of trait variability. This may not only constrain the release of phenotypic variability in hybrids (so the ability to colonize new niches) but also generate reproductive isolation through lower hybrid fitness, if other dominance effects than maternal biases also act on hybrids, preventing the expression of the precise patterns of trait variability observed in either maternal lineage (i.e., mismatching trait variability). Such mismatching expression variability may especially be detrimental if hybrids are also differing from both parental lineages in average expression levels, preventing the recovery of optimal values through plastic changes (as suboptimal trait values may the locked by low-expression variability). This could be expected in our study system, since for most differential expressed genes between the planktivorous and the small benthic embryos, hybrids appeared to have average expression values laying somewhere between the two morphs (intermediate, slightly maternal or morph biased, Fig. 4).

Caution should be taken as fitness estimates related to the expression of genes identified in our study are not available. However, information on average gene expression can give further indications about the condition of F_1_ hybrids. Altogether, in our observations of average gene expression, the predominance of maternal biases at the scale of the transcriptome supports the view of trait mismatches. This is further supported by the identification of limnetic and maternally biased expression patterns of miRNAs with putative roles in the nervous system (miR-100, miR-181) and muscle (miR-1) development. Therefore, hybrids exhibiting phenotypic values that are closer to one morph (and eventually present some transgressive characters) might not perform as well as the parental morphs in either of their respective niche. Surely, the developmental consequences of our gene expression estimates remain to be ascertained, notwithstanding the artificial setup of our common garden conditions, where plastic response in gene expression might have been hindered. Yet, wild small benthic and planktivorous charr are believed to utilize the same nursing grounds^60,80^, most likely subjecting their embryos to a common set of environmental cues. Thus, the results from our common garden experiment enable to reasonably state that the two morphs have evolved differences in average levels and in variability of gene expression, and that the deviant values observed in hybrids for both aspects of transcription may contribute to reproductive isolation.

Finally, one may not be able to draw conclusions about the effects of hybridization on phenotypic variability without information on later-generation hybrids. More insight can be gained from the average gene expression patterns reported in hybrids between incipient species of another salmonid: the dwarf and normal whitefish, *Coregonus clupeaformis*. In this system, F_1_ hybrids gene expression mostly resembled the normal whitefish, and some genes were transgressive (which is comparable to our results), but transgressive expression prevailed in backcrosses^74^. Therefore, more extreme characters may be expected in later Arctic charr hybrid generations. However, the effects of hybridization on the hybrid phenotype also depend on many factors, like the genetic architecture and the selective regime^81^. Similarly, underdominance in gene expression predominate in F_1_ hybrids of brook charr, *Salvelinus fontinalis*^82^, which differ from our results and from the findings of Renaut and colleagues^74^. Overall, the consistent patterns of nonadditive inheritance of both average gene expression and gene expression variability suggest that post-zygotic reproductive isolation might already emerge for F_1_ hybrids of planktivorous and small benthic charr.

Regarding general evolutionary trends, our observations imply that gene expression variability, although highly evolvable itself, is under maternal effects and dominance, probably facilitating evolution in certain directions of the phenotypic space while constraining other changes. Moreover, the same processes may facilitate the maintenance of the resulting phenotypic novelty by limiting the effects of hybridization. The proximate mechanisms for this phenomenon await further studies, but their consequences most likely influence the directions of diverging evolutionary trajectories while facilitating reproductive isolation.

## Methods

### Sampling

We collected mature small benthic (SB) and planktivorous (PL) charr in Lake Thingvallavatn with gillnets. The crossing design is depicted in Fig. 5. We generated 12 families, including 6 families of pure crosses of the benthic and the limnetic morphs (3 SB×SB; 3 PL×PL) and 6 families of reciprocal hybrids (maternal × paternal morph: 3 PL×SB; 3 SB×PL). We sampled a total of 6 embryos per family over two developmental time points (3 embryos at 150τ_s_ and at 3 embryos 200τ_s_). This produced a total of 72 biological replicates, so 9 embryos per cross-type at each time point. 150τ_s_ is the time point at the onset of the pharyngeal skeleton formation, when the Meckel’s cartilage (precursor of the lower jaw) and the palatoquadrate (part of the upper jaw) start appearing^66^. 200τ_s_ corresponds to a stage when most of the cartilage structures of the head are formed and some elements (mainly the maxilla and the dentary) start ossifying^66^. The eggs were reared at ~5 °C in a hatching tray (EWOS, Norway) under constant water flow and in complete darkness at the Holar University experimental facilities in Verið, Sauðárkrókur. Water temperature was recorded twice a day to estimate the relative age of the embryos in tau-somite units (τ_s_), defined as the time to form one somite pair at a given temperature^83^. Samples were flash-frozen in RNAlater (Ambion) and stored at −80 °C.

**Fig. 5:**
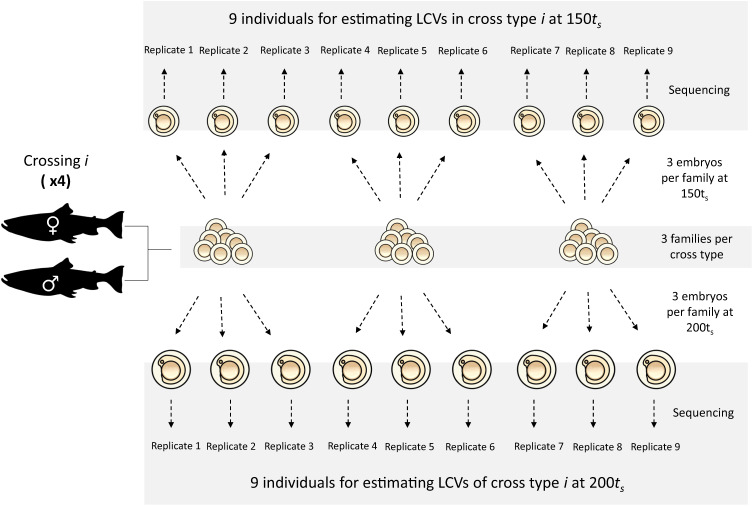
Sampling design for LCV analyses. Embryos from gamete crosses between wild-caught individuals were reared in common garden conditions and sampled at two developmental time points: 150 and 200 tau-somite (t_s_). Each cross-type by developmental time point category contained nine embryos from three pooled families. Icons depicting eggs and embryos are from TogoTV (DBCLS TogoTV, CC-BY-4.0 https://creativecommons.org/licenses/by/4.0/); adult charr icons are from X. Giroux-Bougard, phylopic.org (Public Domain Mark 1.0).

### mRNA sequencing

Total RNA was extracted using a standard Trisol protocol (sample quality: RIN 8.5-10). The samples were sent to BGI Europe (Copenhagen, Denmark) for mRNA enrichment, purification, fragmentation, adaptor ligation, PCR and sequencing on a DNBSEQ platform.

### Small RNA sequencing

Total RNA from the same samples as for the mRNA analyses was used for small RNA sequencing. The purity and amount of RNA was verified on a BioAnalyzer (Agilent Technologies). The samples were distributed into three batches to produce the sequencing libraries, and were prepared for sequencing following the small RNA v1.5 sample preparation protocol from Illumina. Briefly, 3’ and 5’ RNA adapters were ligated to small RNAs, which were subsequently, reverse transcribed into DNA and PCR amplified. The samples were then run on polyacrylamide gels and the DNA eluted from bands corresponding to 20-30 nucleotide RNA fragments. Small RNA sequencing was performed on a MiSeq platform using the MiSeq Reagent (v3) kit (Illumina).

### Data preprocessing

The sequencing data were pre-processed following the guidelines described by Delhomme and colleagues^84^. For mRNAs, adapter removal and filtering were done by the sequencing third party, but we re-assessed reads quality with FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were then aligned to the *Salvelinus sp*. genome^85^ using STAR (^86^; settings --outSAMstrandField intronMotif --twopassMode Basic) and were counted at the gene level using FeatureCounts (^86^; settings -p -B -C). Approximately 84% of the reads mapped to unique locations of the genome (see *Data availability* section for sample-specific alignment details)^87^.

For the miRNAs, we checked the quality of reads with FASTQC before and after removing the adapter sequences with Cutadapt^88^. The miRNA transcripts were then quantified with MiRDeep2^89^ by preprocessing and mapping the reads to the *Salvelinus sp*. genome^85^ with the Mapping module before counting the number of precursor and mature sequences with the Quantifier module, using the MiRBase reference database for all species^90^. In total, 99.94% of the processed reads from the known mature miRNA database aligned at least once with the genome (processed reads: 48,885; reported alignments: 855,281). 15.46% of the reads from our sequenced dataset aligned at least once (processed collapsed reads from all samples: 2,965,462; reported alignments: 17,099,955). Because redundant miRNA homologs can be found across species, we removed sequences exhibiting at least 95% similarity across species using Cd-hit^91^. 

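One of the 9 PL×SB libraries at 200 τs, from embryo B of family 1, had the lowest total of the 72. The library that failed is not named in the paper, and none was left out. Without this library, a setting chosen after seeing the data, the mean rho between the LCVs of PL×SB at 200 τs and those of the other groups rose from 0.417 to 0.550. The count of differing entries between PL×SB and PL×PL at 200 τs was then 73.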

Small RNA sequencing failed for one sample (individual from a PL×SB family at 200τ_s_), so we discarded it for the miRNA data analyses.

### Statistics and reproducibility

The analyses were conducted on a set of 72 biological replicates categorized according to the sampling design described in Fig. 1. Statistical pooling of families into cross-types as described in Fig. 1 was done only for one type of analysis that did not allow considering nested designs (LCV estimates). Statistical tests, decisions, and tools used for each step of this study are explained separately in the following paragraphs.

Gene expression variability: Estimating gene expression variability is not straightforward because gene expression variance is dependent on the expression level. We applied the methods from ref. ^54^ to calculate Local Coefficients of Variation (LCVs) at the gene level. Briefly, an algorithm uses a sliding window on genes ordered by expression level (regardless of their location on the genome), ranks the Coefficient of Variation of the focal gene to that of the other genes located in the current window, and determines the percentile that fits the ranking of this coefficient of variation. Hence, LCV scores are unitless estimates ranging from 0 (least variable genes) to 100 (most variable genes). We set the window size to 500 genes.

We assessed covariation in LCV estimates among cross-types with unsupervised (Kmeans) clustering^92^. Then, we extracted clusters of genes with covarying LCV with ComplexHeatmap^93^. Our decision on the number of clusters to extract (10 in both datasets) was based on the grouping of dendrogram tips. In addition, we verified the optimality of this number with the silhouette method (Supplementary Fig. 2).

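The average silhouette width of the k-means clusters was 0.279 for 2 clusters, 0.194 for 4 and 0.155 for 10 in the mRNA LCVs. Among 2 to 15 clusters, it was highest for 2.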

LCV scores were used as a response variable in linear models (one model per cluster) to estimate gene variability differences between cross-types and the underlying inheritance pattern of the genes constituting each cluster. We fitted the models using MCMCglmm^94^, specifying weakly informative priors (V = 1, nu = 0.002) and determining the quality of the output from trace plots and posterior density plots. We set the number of iterations, thinning interval, and burnin to 13,000, 10, and 3000, respectively, for mRNAs, and to 130,000, 1000, and 3000 for miRNAs. Inferences were made based on the posterior modes and the overlaps in 95% Credible Intervals.

Average gene expression: We used DESeq2^95^ to estimate differential expression between cross-types for both mRNAs and miRNAs. Genes with less than 10 reads were filtered out for the downstream analyses. We corrected for false discovery by applying log_2_ fold change shrinkage with the ashr function from Stephens^96^. We included the sequencing batches (miRNA dataset) as fixed effect in the linear models. Overall dominance in gene expression was estimated by testing for differences in the proportion of differentially expressed genes between reciprocal hybrids and pure-morph crosses. We then identified candidate genes with putative dominance in expression with handwritten *R* functions, according to the rationale described in Supplementary Table 3.

Functional analyses: We inferred the mRNA targets of candidate miRNAs with miRanda^97^. Predictions were made using the mature miRNA sequences and the 3′ Untranslated Region (UTR) of the mRNA transcripts with more than ten reads in our count datasets. The 3′ UTRs were retrieved from the *Salvelinus sp*. genome^85^. We ran miRanda with default parameters and filtered the output by keeping the ten targets of each miRNA with the highest total score. miRanda is simple and efficient tool for miRNA target prediction relying on both sequence complementary and binding energy, but present the same flaws as other popular predicting algorithms regarding functional analyses^98^. In absence of experimental validations, we call for cautious interpretations of the results from this part of the analyses.

Finally, we conducted gene ontology (GO) analyses of genes from clusters exhibiting different expression variability, differential average expression, or being identified as target genes of miRNAs of interests. We performed the enrichment analyses with the topGO R package^99^, using the weight01 algorithm and making statistical inferences based on Fisher’s exact test. The GO annotations were retrieved from the *Salvelinus sp*. genome repository^85^.

### Ethics statement

Sampling of wild specimens of *Salvelinus alpinus* was conducted by the authors with the permission of the Thingvellir National Park Commission and the owner of the Mjóanes farm. Z.O.J. and K.H.K. hold special permits, from the Icelandic Directorate of Fisheries, for sampling fish for scientific purposes according to Icelandic law (clause 26 of law 61/2006 on salmonid fishing). After being stripped for gametes, parent fish were killed by a sharp blow to the head and checked for absence of breathing when placed in water. Setting up crosses and the subsequent killing of parents was performed by the authors. Ethics committee approval is not needed for scientific fishing in Iceland (The Icelandic law on animal protection, Law 15/1994, last updated with Law 157/2012). Rearing of embryos was performed according to Icelandic regulations (license granted to Hólar University College aquaculture and experimental facilities). The sampling of embryos was performed by KHK. HUC-ARC has an operational license according to Icelandic law on aquaculture (Law 71/2008), that includes clauses of best practices for animal care and experiments. All the individuals sequenced for this study were at a pre-hatching stage, before noticeable sex differentiation.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Raw sequencing data and processed reads were deposited on Gene Expression Omnibus and are publicly available under the accession GSE193797. Source data and metadata for Figs. 2–4 are accessible in Supplementary Data 6. All other data are available at https://github.com/quentin-evo/rna-charr.

# Supplementary material for: Rapid and biased evolution of canalization during adaptive divergence revealed by dominance in gene expression variability during Arctic charr early development
**Source:** Commun Biol. 2023 Aug 31;6:897. doi: 10.1038/s42003-023-05264-5
**Supplement:** Supplementary file 2 — Supplementary Information

## Evolution of canalization: lessons from a classic case of resource polymorphism – Supplementary Figures and Tables

**Supplementary Table 1.** The first 10 GO terms of genes with maternal pattern of expression and of gene with expression biased towards the PL morph in the hybrids, at 200τs.

|                  | GO ID      | Term                                        | Annotated genes | Significant genes | Expected | P       |
|------------------|------------|---------------------------------------------|-----------------|-------------------|----------|---------|
| <b>Maternal</b>  | GO:0015917 | aminophospholipid transport                 | 14              | 2                 | 0.03     | 3.0e-04 |
|                  | GO:0035999 | tetrahydrofolate interconversion            | 19              | 2                 | 0.04     | 5.7e-04 |
|                  | GO:0070268 | cornification                               | 98              | 3                 | 0.18     | 8.2e-04 |
|                  | GO:0070863 | positive regulation of protein exit from... | 23              | 2                 | 0.04     | 8.4e-04 |
|                  | GO:0097264 | self proteolysis                            | 55              | 2                 | 0.1      | 4.7e-03 |
|                  | GO:0045214 | sarcomere organization                      | 277             | 3                 | 0.51     | 1.5e-02 |
|                  | GO:0051892 | negative regulation of cardioblast diffe... | 19              | 2                 | 0.04     | 1.6e-02 |
|                  | GO:0046716 | muscle cell cellular homeostasis            | 105             | 2                 | 0.2      | 1.6e-02 |
|                  | GO:0007517 | muscle organ development                    | 1944            | 7                 | 3.61     | 1.8e-02 |
|                  | GO:0003365 | establishment of cell polarity involved ... | 10              | 1                 | 0.02     | 1.8e-02 |
| <b>PL-biased</b> | GO:0009799 | specification of symmetry                   | 712             | 2                 | 0.8      | 4.5e-03 |
|                  | GO:0010506 | regulation of autophagy                     | 951             | 5                 | 1.07     | 9.0e-03 |
|                  | GO:1905209 | positive regulation of cardiocyte differ... | 141             | 2                 | 0.16     | 1.1e-02 |
|                  | GO:1902477 | regulation of defense response to bacter... | 10              | 1                 | 0.01     | 1.1e-02 |
|                  | GO:0036306 | embryonic heart tube elongation             | 10              | 1                 | 0.01     | 1.1e-02 |
|                  | GO:0009272 | fungal-type cell wall biogenesis            | 10              | 1                 | 0.01     | 1.1e-02 |
|                  | GO:0060827 | regulation of canonical Wnt signaling pa... | 11              | 1                 | 0.01     | 1.2e-02 |
|                  | GO:0060577 | pulmonary vein morphogenesis                | 11              | 1                 | 0.01     | 1.2e-02 |
|                  | GO:1990569 | UDP-N-acetylglucosamine transmembrane tr... | 11              | 1                 | 0.01     | 1.2e-02 |
|                  | GO:0060468 | prevention of polyspermy                    | 11              | 1                 | 0.01     | 1.2e-02 |

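Supplementary Table 2 lists 12 genes at 150 τs and 38 at 200 τs by symbol, of which 9 and 28 have the same symbol in the deposited counts. Between SB×SB and PL×PL, 7 of the 9 at 150 τs and 26 of the 28 at 200 τs had an adjusted p under 0.1 over all mRNAs, and 9 and 28 had one when adjusted over the matched genes alone, which shows no stability because the list was drawn from the same data. With edgeR, 3 of the 9 and 9 of the 28 met all criteria for a limnetic bias, and with DESeq2 9 and 27 did. For 8 of the 9 matched genes at 150 τs, the 2 highest SB×SB embryos were B and C of family 3.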

**Supplementary Table 2.** Name and location of the genes showing a biased expression in hybrids towards the PL morph, at 150 $\tau$ s and 200 $\tau$ s.

|              | Symbol       | Name                                                      | Chromosome |
|--------------|--------------|-----------------------------------------------------------|------------|
| 150 $\tau$ s | LOC111950271 | immunoglobulin superfamily DCC subclass member 3-like     | LG23       |
|              | tp53         | tumor protein p53                                         | LG23       |
|              | LOC111951066 | tumor necrosis factor receptor superfamily member 19      | LG23       |
|              | LOC111952141 | 40S ribosomal protein S27-like                            | LG26       |
|              | LOC111956165 | immunoglobulin superfamily DCC subclass member 3-like     | LG31       |
|              | LOC111976118 | 40S ribosomal protein S27-like                            | LG16       |
|              | adprh        | ADP-ribosylarginine hydrolase                             | LG2        |
|              | LOC111980339 | tumor necrosis factor receptor superfamily member 19-like | LG20       |
|              | LOC111981653 | uncharacterized LOC111981653                              | LG20       |
|              | LOC112069817 | cyclin-G1-like                                            | Un         |
|              | LOC112072678 | uncharacterized LOC112072678                              | Un         |
|              | sybl1        | synaptobrevin-like 1                                      | Un         |
| 200 $\tau$ s | kera         | keratocan                                                 | LG24       |
|              | LOC111955992 | splicing factor U2AF 65 kDa subunit                       | LG31       |
|              | LOC111956824 | UDP-N-acetylglucosamine transporter                       | LG32       |
|              | bmp16        | bone morphogenetic protein 16                             | LG4p       |
|              | LOC111960782 | low choriolytic enzyme-like                               | LG4p       |
|              | LOC111962715 | nuclear pore complex protein Nup160-like                  | LG4q.1:29  |
|              | LOC111963418 | protein Daple-like                                        | LG4q.2     |
|              | LOC111965102 | semaphorin-4D-like                                        | LG6.1      |
|              | xkrx         | XK related X-linked                                       | LG6.2      |
|              | zgc:110843   | CDGSH iron-sulfur domain-containing protein               | LG6.2      |
|              | LOC111967380 | myozenin-2-like                                           | LG8        |
|              | LOC111967383 | HLA class II histocompatibility antigen gamma chain       | LG8        |
|              | LOC111967891 | MKL/myocardin-like protein 1                              | LG8        |
|              | LOC111968855 | filamin-A-interacting protein 1                           | LG9        |
|              | LOC111969506 | switch-associated protein 70                              | LG10       |
|              | LOC111969927 | store-operated calcium entry regulator STIMATE            | LG11       |
|              | fkbp5        | FKBP prolyl isomerase 5                                   | LG11       |
|              | LOC111972571 | vesicular, overexpressed in cancer, prosurvival protein 1 | LG14       |
|              | mtch2        | mitochondrial carrier homolog 2                           | LG15       |
|              | adprh        | ADP-ribosylarginine hydrolase                             | LG2        |
|              | LOC111978879 | ras-related protein Rab-8A-like                           | LG19       |
|              | LOC111979494 | Niemann-Pick C1 protein                                   | LG19       |
|              | LOC111981097 | parvalbumin-7                                             | LG20       |
|              | LOC111982785 | claudin-4-like                                            | LG22       |
|              | vgl12b       | vestigial-like family member 2b                           | Un         |
|              | LOC112069671 | trans-Golgi network integral membrane protein 1-like      | Un         |

|              |                                        |    |
|--------------|----------------------------------------|----|
| LOC112069734 | calponin-3-like                        | Un |
| mybpc2a      | myosin binding protein Ca              | Un |
| LOC112072130 | transcription factor EB-like           | Un |
| znf106a      | zinc finger protein 106a               | Un |
| LOC112075995 | ncRNA                                  | Un |
| LOC112076473 | oocyte zinc finger protein XICOF6-like | Un |
| LOC112077739 | ncRNA                                  | Un |
| LOC112078614 | uncharacterized LOC112078614           | Un |
| SDF2L1       | stromal cell derived factor 2 like 1   | 22 |
| TBX15        | T-box transcription factor 15          | 1  |
| SLC10A7      | solute carrier family 10 member 7      | 4  |
| MLIP         | muscular LMNA interacting protein      | 6  |

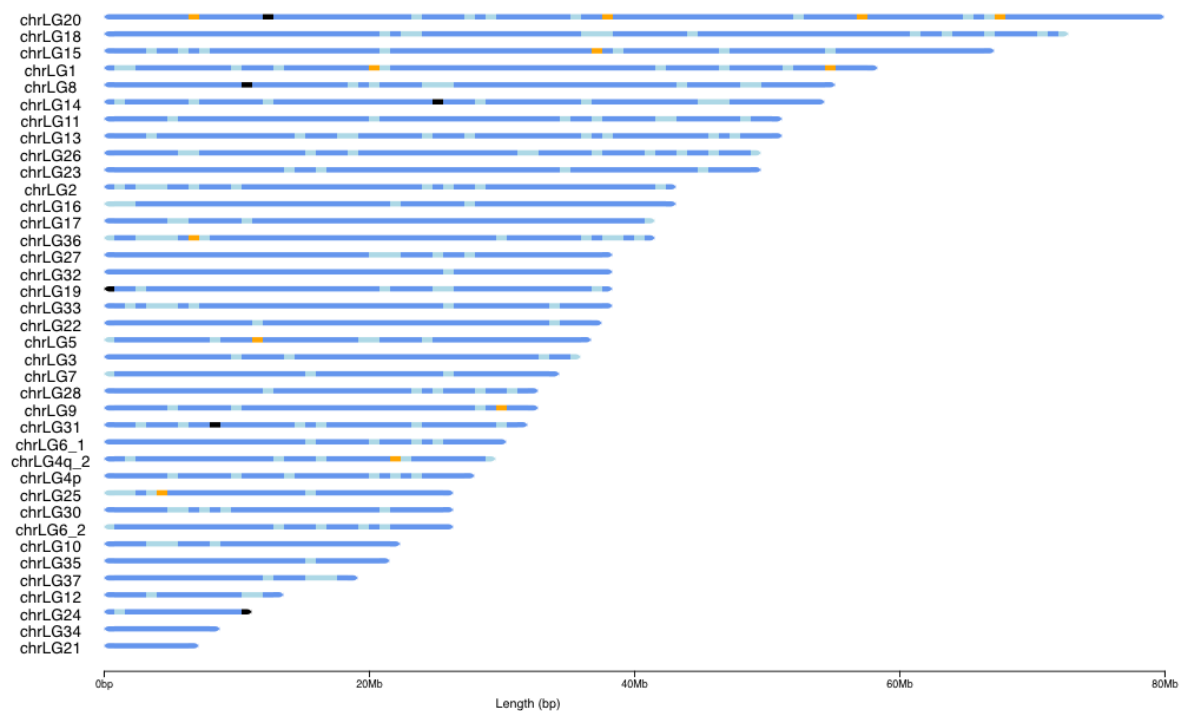

**Supplementary Figure 1.** Physical location of the genes with differential expression among the two pure morph crosses at 200 $\tau_s$ . Blue: Differentially expressed with no putative dominance pattern. Light blue: No differential expression. Orange: Maternal inheritance, Black: PL-biased expression in hybrids. Uncharacterized chromosomes not shown.

**Supplementary Table 3.** Rationale to indentify the putative dominance of candidate genes according to the log change and the adjusted P-value.

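The criteria combine up to 5 comparisons and fix the side of the threshold in each. They fix the sign of the log2 fold change only where the adjusted p must be under 0.1. They were applied with the printed signs and with all signs reversed, so that genes with higher expression in either pure cross were covered. For a benthic bias, the hybrids were required to differ from PL×PL in the same direction as SB×SB, where the table prints the opposite sign. In simulated counts with 100 maternal and 100 limnetic-biased mRNAs made with a 3-fold change, all were recovered by both edgeR and DESeq2. These counts held no effects shared by siblings.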

| <b>Dominance</b>    | <b>Contrast</b> | <b>Log<sub>2</sub> fold change*</b> | <b>Adjusted P</b> |
|---------------------|-----------------|-------------------------------------|-------------------|
| <b>Maternal</b>     | SBxSB vs. PLxPL | <0                                  | <0.1              |
|                     | SBxPL vs. PLxPL | <0                                  | <0.1              |
|                     | PLxSB vs. PLxPL | -                                   | >0.1              |
|                     | SBxPL vs. SBxSB | -                                   | >0.1              |
|                     | PLxSB vs. SBxSB | >0                                  | <0.1              |
| <b>PL-dominant</b>  | SBxSB vs. PLxPL | <0                                  | <0.1              |
|                     | SBxPL vs. PLxPL | -                                   | >0.1              |
|                     | PLxSB vs. PLxPL | -                                   | >0.1              |
|                     | SBxPL vs. SBxSB | >0                                  | <0.1              |
|                     | PLxSB vs. SBxSB | >0                                  | <0.1              |
| <b>SB-dominant</b>  | SBxSB vs. PLxPL | <0                                  | <0.1              |
|                     | SBxPL vs. PLxPL | >0                                  | <0.1              |
|                     | PLxSB vs. PLxPL | >0                                  | <0.1              |
|                     | SBxPL vs. SBxSB | -                                   | >0.1              |
|                     | PLxSB vs. SBxSB | -                                   | >0.1              |
| <b>Additive</b>     | SBxSB vs. PLxPL | <0                                  | <0.1              |
|                     | SBxPL vs. PLxPL | <0                                  | <0.1              |
|                     | PLxSB vs. PLxPL | <0                                  | <0.1              |
|                     | SBxPL vs. SBxSB | >0                                  | <0.1              |
|                     | PLxSB vs. SBxSB | >0                                  | <0.1              |
| <b>Overdominant</b> | SBxSB vs. PLxPL | -                                   | -                 |
|                     | SBxPL vs. PLxPL | >0                                  | <0.1              |

|                      |                 |    |      |
|----------------------|-----------------|----|------|
|                      | PLxSB vs. PLxPL | >0 | <0.1 |
|                      | SBxPL vs. SBxSB | >0 | <0.1 |
|                      | PLxSB vs. SBxSB | >0 | <0.1 |
| <b>Underdominant</b> | SBxSB vs. PLxPL | -  | -    |
|                      | SBxPL vs. PLxPL | <0 | <0.1 |
|                      | PLxSB vs. PLxPL | <0 | <0.1 |
|                      | SBxPL vs. SBxSB | <0 | <0.1 |
|                      | PLxSB vs. SBxSB | <0 | <0.1 |

\*  $\log_2$  fold change > 0 corresponds to overexpression in the cross type on left. For simplicity, only  $\log_2$  fold change < 0 in SBxSB vs. PLxPL are shown.

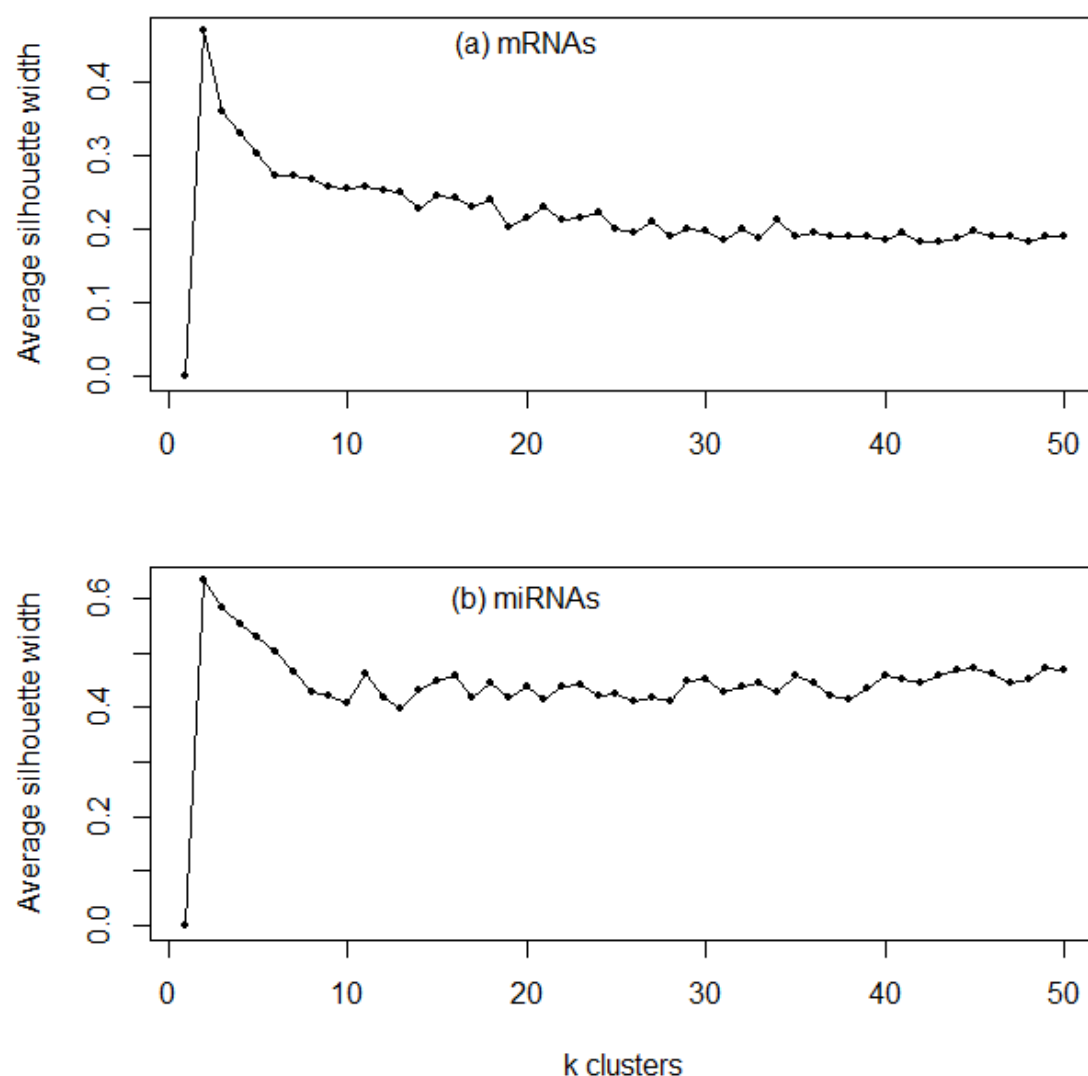

**Supplementary Figure 2.** Optimal number of clusters for the miRNA dataset. Average silhouette widths for (a) the mRNA dataset and (b) the miRNA dataset.

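In the miRNA LCVs, the average silhouette width was 0.316 for 2 clusters, 0.251 for 4 and 0.210 for 10.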

# Supplementary material for: Rapid and biased evolution of canalization during adaptive divergence revealed by dominance in gene expression variability during Arctic charr early development
**Source:** Commun Biol. 2023 Aug 31;6:897. doi: 10.1038/s42003-023-05264-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The first 10 GO terms associated with the mRNAs from each cluster of expression variability.

**File name:** Supplementary Data 2

**Description:** The first 10 GO terms of the putative targets of miRNAs from each cluster of expression variability.

**File name:** Supplementary Data 3

**Description:** The first 10 GO terms of differential expressed genes at 200 $\tau$ s and for each contrast.

**File name:** Supplementary Data 4

**Description:** The first 10 GO terms of the first 5 putative targets of each differentially expressed miRNAs.

**File name:** Supplementary Data 5

**Description:** miRNAs in the clusters of coexpression variability and the locations of putative homologs from in situ hybridization data in Wienholds and colleagues, 2005.

**File name:** Supplementary Data 6

**Description:** Source data used to plot Figures 2, 3 and 4

# Supplementary material for: Rapid and biased evolution of canalization during adaptive divergence revealed by dominance in gene expression variability during Arctic charr early development
**Source:** Commun Biol. 2023 Aug 31;6:897. doi: 10.1038/s42003-023-05264-5
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

- Data collection: N/A
- Data analysis: Code and sources are available/explained in the following GitHub repository: <https://github.com/quentin-evo/rna-charr>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw sequencing data and processed reads are available on the Gene Expression Omnibus, accession GSE193797

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences

☐ Behavioural & social sciences

☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

We estimated mRNA and micro-RNA (miRNA) expression variability in embryos of sympatric charr morphs and their reciprocal hybrids reared in common garden conditions. The embryos were samples at two developmental stages during the formation of cartilage components of the feeding apparatus. Each biological replicate corresponded to an entire embryo which was sequenced for both mRNAs and miRNAs. We generated 12 families, including 6 families of pure morph crosses and 6 families of reciprocal hybrids, with 3 embryos per families sampled at each of the two time points, summing 72 biological replicates.

Research sample

Arctic charr (*Salvelinus alpinus*) embryos reared in common-garden conditions, from wild specimens of two sympatric morphs from lake Thingvallavatn, Iceland. The embryos were from F1 from intra-morph and hybrid crosses.

Sampling strategy

We sought for the maximum sample size given realistic costs for Next-Generation Sequencing data. Among the biological replicates, we maximised the number of families to capture a satisfactory amount of genetic variation.

Data collection

KHK & ZO conducted the sampling of wild specimens, following by immediate crossing and the rearing of embryos.

Timing and spatial scale

The sampling of wild specimens consisted it several fishing session (gill nets) conducted over the Arctic charr spawning season, in October 2015

Data exclusions

Small RNA sequencing failed for one biological sample. This sample was therefore excluded from the analyses on miRNA expression.

Reproducibility

RNA extraction, sequencing and data preprocessing were conducted following standard protocols and guidelines. The analyses of gene expression variability were based on an already published algorithm (Simonovsky et al., 2019). The hand written codes and available at <https://github.com/quentin-evo/rna-charr>

Randomization

The net containing each egg clutch was labelled with a unique code. Three embryos per families were sampled for sequencing and distributed into 3 sequencing batches (miRNA) or sequenced altogether (mRNA).

Blinding

The choice of embryos to sample was pseudo-random since eggs within a single clutch were of the same size and indistinguishable. The identity of the samples was recovered using the metadata files during the gene expression analyses.

Did the study involve field work?

☒ Yes

☐ No

## Field work, collection and transport

Field conditions

Fishing operations were conducted at dusk and under low wind conditions (<10m/s). Air temperature was not relevant.

Location

Lake Thingvallavatn, Mjóanes spawning ground. 64.18953359908967, -21.100334736581434

## Access &amp; import/export

Sampling of wild fish was conducted by the authors with the permission of the Thingvellir National Park Commission and the owner of the Mjóanes farm.

## Disturbance

Fieldwork was conducted aboard a small fishing boat with the same engine type and size format as the ones used by local farmers. Operations on the ground were conducted within the already existing facilities (fishing shed) of the Mjóanes farm.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Embryos of *Salvelinus alpinus*, killed before hatching.

## Wild animals

Adult *Salvelinus alpinus* used for extracting gametes. The animal were killed and sampled for various tissues and measurements to serve on multiple research projects.

## Reporting on sex

The embryos were sampled before observable sex differentiation.

## Field-collected samples

The eggs were reared at approximately 5°C in a hatching tray (EWOS, Norway) under constant water flow and in complete darkness at the Holar University experimental facilities in Verið, Sauðárkrúkur. Water temperature was recorded twice a day to estimate the relative age of the embryos.

## Ethics oversight

Ethics committee approval is not needed for scientific fishing in Iceland (The Icelandic law on animal protection, Law 15/1994, last updated with Law 157/2012). Rearing of embryos was performed according to Icelandic regulations (licence granted to Hólar University College aquaculture and experimental facilities). HUC-ARC has an operational license according to Icelandic law on aquaculture (Law 71/2008), that includes clauses of best practices for animal care and experiments

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

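The mRNA and the small RNA of 72 embryos were measured in 144 libraries, 72 for each kind of RNA. The embryos came from 4 cross-types with 3 families each, and 3 siblings per family were taken at each of 2 time points, 150 and 200 τs. Cross-type, time point, family and the letter of the embryo were read from the sample titles and the column labels. The labels give the same 3 letters within each family and time point for both kinds of RNA. In the small RNA libraries, the letter is also the batch.

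For the mRNA, the authors deposited raw counts per gene, one column per embryo. They aligned the reads with STAR to the Salvelinus genome and counted them on genes with FeatureCounts, and the paper does not state whether strand was used. Raw counts were deposited for the miRNAs too, one column per library, for each mature miRNA and precursor of all species in miRBase. The authors removed adapters with Cutadapt, mapped the reads with miRDeep2 and counted them with its Quantifier module. Another 72 columns of normalized miRNA values were not used. A list of codes that accompanies the miRNA counts holds no measurements.

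The values were checked before use. Every count was a whole number, and the totals differed between libraries. Among the 288 pairs of libraries from the same group, 0 had identical columns in either kind of RNA. After the group means had been removed, libraries with the same letter correlated more strongly than those with different letters in the miRNAs (difference in mean correlation 0.728), and hardly so in the mRNAs (0.0283). For differential expression, the letter was a term in the miRNA model and an alternative term in the mRNA model, as set before the data were examined. It did not enter the LCVs, so the miRNA LCVs include the spread between batches.

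The mRNA totals ranged from 11969598 to 17133123 (median 15922750). The miRNA totals ranged from 127822 to 58027109 (median 36711389.5), and the lowest total apart from the first was 13928940. A mean count of 100, the minimum for mRNA LCVs, has a counting error of 10%. At a mean count of 10, the minimum for miRNA LCVs, the counting error is larger than the median CV of most groups.

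Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Genes or entries with fewer than 10 reads over all libraries were left out. Differential expression was tested with edgeR's quasi-likelihood F-test after TMM normalization, at a Benjamini-Hochberg adjusted p under 0.1. At each time point, 5 comparisons were made, between the pure crosses and between each hybrid and each pure cross. Dominance patterns were read from these comparisons by the criteria of Supplementary Table 3. The interaction of morph with time point and the comparison of the reciprocal hybrids were added after seeing the data.

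For the LCVs, each gene's CV was ranked among the 500 genes nearest in mean expression and expressed from 0 to 100. Groups were clustered by Euclidean distance, and genes by k-means. Single genes were assigned to a pattern by the distance of each hybrid from the pure crosses, with a gene called flat when its span was under 10 and transgressive when a hybrid lay at least 10 beyond both pure crosses. A difference of at least 20 in the same direction at both time points was counted as a difference between the morphs. Shares of genes were compared with the chi-square test.

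Other groupings of the same samples were analysed for each result. For LCVs, the families were assigned to the cross-types 100 times, the real assignment included. For differential expression, 60 splits of the embryos of the 2 groups compared were drawn, or 30 for the interaction. The families of the pure crosses were also split in all 10 ways, and 60 random sets of 3 against 3 of the 12 families were compared. Single values in groups of fewer than 10 were compared with exact permutation tests.

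The genes named in the text were chosen by a rule set before the data were examined. For the pure crosses at each time point, these are the 3 mRNAs with the largest increase and the 3 with the largest decrease among those called, with a mean of at least 1 CPM and every family mean of one cross-type beyond every family mean of the other. Of the 15 mRNAs called at 150 τs, 14 had that mean and 3 of them had families that did not overlap. At 200 τs, 6486 of the 7075 had that mean and 4896 of them had such families. Chance gives 10% for 3 against 3 families among genes not chosen for a difference. These mRNAs were called in the same embryos, which favours families that do not overlap, so their shares cannot be weighed against 10%. Overdominant and underdominant genes were to be named where there were 3 or fewer of them. Named in addition were the splicing factor gene LOC111955992 and, for 5 miRNA families that the paper discusses, the entry with the highest counts. The symbol adprh was looked for and has no match in the counts.

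The methods were tested on simulated data. Of 200 mRNAs made to differ 3-fold between the pure crosses, edgeR and DESeq2 each called 200, along with 21 and 48 unchanged ones. For miRNA entries, 200 of 200 were called by both, with 15 and 26 unchanged ones. The counts were drawn independently for each library, without effects shared by siblings or by a batch. In the miRNAs, the library with the lowest total was left out of the simulation. The simulated counts therefore do not test how these features of the data, or differences below 3-fold, affect the calls. The LCV analysis was run on 17280 simulated genes, also without effects shared by siblings, 1000 of which were 3-fold more variable in the crosses of one mother. It gave a maternal difference in rho of 0.0842, which 1 of 100 assignments of families equalled or exceeded, and assigned 49.7% of the changed genes and 8.69% of the others to the maternal pattern. Without any such genes, the difference was 0.00012, which 47 of 100 assignments equalled or exceeded.

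The alternatives were DESeq2's test, DESeq2's size factors and no filter on low counts. Others were a term for the letter in the mRNAs, no batch term in the miRNAs and a fit of the 2 groups compared alone. Siblings' counts were summed, or a mean was fitted for each family, which leaves only the spread among siblings as error. Each family was also left out in turn. For LCVs, a lower minimum, a window of 200 genes and CPM without TMM factors were used. Family means were also removed from the CVs, and both time points were taken together. For miRNAs, entries with identical counts were used once, and the names of Supplementary Data 6 were used alone.

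Gene ontology and target predictions, the credible intervals of the LCV clusters, and morphology were not analysed here. Clusters of similar miRNA sequences were not removed. The distribution of genes over linkage groups was not tested, because the annotation at hand belongs to a newer assembly, with which 2593 of the 40311 gene identifiers share a symbol. No library was left out.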

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

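The other splits of the samples for the interaction were chosen after the result was seen, and the test of depth was chosen before.

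In a group of 9 embryos, a sample was noted when its gap to the nearest other sample, divided by the range of the group, was above Dixon's critical value for 9 samples. Chance gives 5% of groups, and 5 of the 66 groups examined had such a sample. They were 4 of 16 groups of library totals, 1 of 22 groups of named mRNAs, 0 of 20 groups of named miRNAs and 0 of 8 groups of scores of developmental progress.

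The mRNA totals far from the rest of their group were low. Embryo A of PL×PL family 1 at 150 τs had a total of 12837417 (ratio 0.719), embryo B of SB×PL family 2 at 150 τs had 12968387 (ratio 0.588) and embryo A of SB×SB family 2 at 200 τs had 14106317 (ratio 0.497). In the miRNAs, embryo C of SB×PL family 3 at 150 τs had a high total, 58027109 (ratio 0.595). A total is set by the library and the sequencing, and no biological explanation was tested. With every mRNA library thinned to the smallest total, the count between the pure crosses at 200 τs was 6577, so that depth does not account for that count.

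The expression of LOC111955992 was 4.27 CPM in embryo C of PL×PL family 2 at 150 τs (ratio 0.910), while the other 8 PL×PL embryos had between 0.182 and 0.550. Embryos of both hybrids reached values as high, as given at the claim on overdominance. An exchanged or mixed sample, a parental variant and reads shared with a related gene were not tested, and neither was a biological explanation.

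The difference between SB×SB and PL×PL was itself different at 150 and 200 τs for 14 mRNAs and 300 miRNA entries, by the interaction term of the model of all groups. In a model of the 2 pure crosses alone, the interaction was called for 0 mRNAs, with 4755 at an unadjusted p under 0.05. Every split of the embryos within each time point reaches 0, so that the splits do not test the 14 mRNAs. One of the 30 splits gave 6064 mRNAs. In the miRNAs, the model of the pure crosses gave 110 entries, and 2 of 30 splits gave as many, with 220 in the other one. The splits kept the letters of the embryos balanced, so that they do not follow the batches. In miRNAs, the interaction can thus not be told apart from a random division of the embryos. In mRNAs, that was not tested, and the 14 mRNAs were not called in the model of the pure crosses. A change of the difference between the morphs during development, the biological explanation that the design gives, is not shown in either.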

How the results depend on the processing

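The alternatives were set before the data were examined, apart from those described as chosen after seeing the data and all those of the interaction and of the reciprocal hybrids, 2 comparisons that were themselves added after seeing the data. For the dominance criteria, the alternatives set before were DESeq2's test, summed siblings, the embryo letter or batch term, and families left out. A count is called unchanged here when it stayed within 1.5 times the value reported. For counts of mRNAs, 170 alternative values were unchanged and 166 moved. The corresponding numbers were 201 and 97 for miRNA entries. In LCVs, 239 were unchanged, 11 moved, 6 reversed, 6 came to pass their threshold and 1 no longer passed it. The count of mRNAs between SB×SB and PL×PL at 200 τs was unchanged with no filter (6964), DESeq2's size factors (7051), DESeq2's test (7568), only the 2 groups compared (7062), one mean for each family (8283) and the embryo letter as a term (7367), and it moved with the siblings' counts summed (2633) and with SB×SB family 3 (2658) or PL×PL family 2 (4540) left out. For the values below, which moved, reversed or changed side of their threshold, the cause was not tested.

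Without a filter on low counts, at 150 τs, 5 mRNAs were called between PL×SB and PL×PL. At 200 τs, 281 mRNAs were called between PL×SB and SB×PL. At 150 τs, 8 miRNA entries were called between SB×PL and PL×PL and 159 between SB×PL and SB×SB.

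With the embryo letter as a term in the mRNA model, at 150 τs, 8 mRNAs were called between SB×SB and PL×PL and 24 between SB×PL and PL×PL. At 200 τs, 99 mRNAs were called between SB×PL and PL×PL. The dominance criteria gave 2 limnetic-biased and 1 underdominant mRNAs at 150 τs and 31 maternal mRNAs at 200 τs.

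With DESeq2's test, at 150 τs, 25 mRNAs were called between SB×SB and PL×PL, 14 between PL×SB and PL×PL, 14 between SB×PL and PL×PL, 44 between PL×SB and SB×SB, 32 between SB×PL and SB×SB and 7 between PL×SB and SB×PL. At 200 τs, 266 mRNAs were called between PL×SB and PL×PL, 112 between SB×PL and PL×PL, 81 between SB×PL and SB×SB and 1259 between PL×SB and SB×PL. The dominance criteria gave 13 limnetic-biased, 1 overdominant and 1 underdominant mRNAs at 150 τs, 37 maternal and 44 limnetic-biased mRNAs at 200 τs, 25 maternal miRNA entries at 150 τs and 178 maternal and 37 limnetic-biased miRNA entries at 200 τs. The interaction of morph with time point was called for 266 mRNAs and 622 miRNAs. At 150 τs, 188 miRNA entries were called between SB×PL and PL×PL, 458 between PL×SB and SB×SB and 42 between PL×SB and SB×PL. At 200 τs, 332 miRNA entries were called between PL×SB and PL×PL, 411 between SB×PL and PL×PL, 402 between PL×SB and SB×SB and 151 between SB×PL and SB×SB. For the shares of mRNAs called in the 2 hybrids, χ2 was 0 against PL×PL at 150 τs and χ2 was 1.59 against SB×SB at 150 τs, with the direction of the difference reversed.

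With only the 2 groups compared in the fit, at 150 τs, 0 mRNAs were called between SB×SB and PL×PL (1388 at an unadjusted p under 0.05), 0 between PL×SB and PL×PL (1993 at an unadjusted p under 0.05), 0 between SB×PL and PL×PL (1891 at an unadjusted p under 0.05), 3 between PL×SB and SB×SB and 3 between SB×PL and SB×SB. At 200 τs, 47 mRNAs were called between PL×SB and PL×PL. Between PL×SB and SB×PL, 0 were called at 150 τs (1312 at an unadjusted p under 0.05) and 18 at 200 τs. The dominance criteria, for which this alternative was chosen after seeing the data, gave 0 limnetic-biased mRNAs at 150 τs and 1 limnetic-biased miRNA entry at 150 τs. At 150 τs, 115 miRNA entries were called between SB×SB and PL×PL, 23 between SB×PL and PL×PL, 92 between PL×SB and SB×SB and 97 between SB×PL and SB×SB. At 200 τs, 868 miRNA entries were called between SB×SB and PL×PL and 292 between PL×SB and SB×SB.

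With the siblings' counts summed, at 150 τs, 1 mRNA was called between SB×SB and PL×PL, 0 between PL×SB and PL×PL (1228 at an unadjusted p under 0.05), 0 between SB×PL and PL×PL (1130 at an unadjusted p under 0.05), 0 between PL×SB and SB×SB (1738 at an unadjusted p under 0.05), 0 between SB×PL and SB×SB (1501 at an unadjusted p under 0.05) and 0 between PL×SB and SB×PL (976 at an unadjusted p under 0.05). At 200 τs, 2633 mRNAs were called between SB×SB and PL×PL, 2 between PL×SB and PL×PL, 4 between SB×PL and PL×PL, 376 between PL×SB and SB×SB, 4 between SB×PL and SB×SB and 0 between PL×SB and SB×PL (3559 at an unadjusted p under 0.05). The dominance criteria gave 0 limnetic-biased mRNAs at 150 τs and 0 maternal and 3 limnetic-biased mRNAs at 200 τs. The interaction of morph with time point was called for 1 mRNA. At 150 τs, 722 miRNA entries were called between SB×SB and PL×PL, 892 between PL×SB and SB×SB and 211 between SB×PL and SB×SB. At 200 τs, 562 miRNA entries were called between SB×SB and PL×PL, 310 between PL×SB and PL×PL and 642 between PL×SB and SB×SB. For the shares of mRNAs called in the 2 hybrids, χ2 was 0.167 against PL×PL at 200 τs, with the direction of the difference reversed. The log2 fold change of aca-miR-1a-3p at 150 τs between SB×SB and PL×PL was -0.040.

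With one mean for each family, at 150 τs, 5 mRNAs were called between SB×SB and PL×PL, 14 between PL×SB and PL×PL, 1 between SB×PL and PL×PL, 31 between PL×SB and SB×SB and 7 between SB×PL and SB×SB. At 200 τs, 928 mRNAs were called between PL×SB and PL×PL, 152 between SB×PL and PL×PL and 1173 between SB×PL and SB×SB. The dominance criteria, for which this alternative was chosen after seeing the data, gave 0 limnetic-biased mRNAs at 150 τs, 39 maternal, 264 limnetic-biased and 1 underdominant mRNAs at 200 τs and 80 maternal miRNA entries at 200 τs. At 150 τs, 181 miRNA entries were called between SB×PL and PL×PL. At 200 τs, 81 miRNA entries were called between SB×PL and PL×PL. The log2 fold change of aca-miR-1a-3p at 150 τs between SB×SB and PL×PL was -0.025.

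With DESeq2 and one mean for each family, an alternative chosen after seeing the data, at 150 τs, 24 mRNAs were called between PL×SB and PL×PL, 20 between SB×PL and PL×PL and 130 between PL×SB and SB×SB. At 200 τs, 1501 mRNAs were called between PL×SB and PL×PL, 307 between SB×PL and PL×PL, 3030 between PL×SB and SB×SB and 2074 between SB×PL and SB×SB. The dominance criteria gave 10 limnetic-biased, 2 overdominant and 3 underdominant mRNAs at 150 τs, 94 maternal, 479 limnetic-biased and 2 underdominant mRNAs at 200 τs, 25 maternal miRNA entries at 150 τs and 180 maternal and 57 limnetic-biased miRNA entries at 200 τs. At 150 τs, 395 miRNA entries were called between SB×PL and PL×PL and 369 between PL×SB and SB×SB. At 200 τs, 528 miRNA entries were called between PL×SB and PL×PL, 400 between SB×PL and PL×PL, 459 between PL×SB and SB×SB and 171 between SB×PL and SB×SB. The log2 fold change of aca-miR-1a-3p at 150 τs between SB×SB and PL×PL was -0.015.

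With DESeq2's size factors, at 200 τs, 1053 miRNA entries were called between SB×SB and PL×PL.

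Without the batch term in the miRNA model, at 150 τs, 51 miRNA entries were called between SB×SB and PL×PL, 49 between PL×SB and SB×SB and 49 between SB×PL and SB×SB. At 200 τs, 238 miRNA entries were called between SB×SB and PL×PL and 0 between PL×SB and SB×SB (341 at an unadjusted p under 0.05). The dominance criteria gave 49 limnetic-biased miRNA entries at 150 τs. The interaction of morph with time point was called for 0 miRNAs (697 at an unadjusted p under 0.05).

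With entries of identical counts used once, at 150 τs, 66 miRNA entries were called between SB×SB and PL×PL, 4 between SB×PL and PL×PL, 73 between PL×SB and SB×SB and 77 between SB×PL and SB×SB. At 200 τs, 264 miRNA entries were called between SB×SB and PL×PL, 6 between PL×SB and SB×SB and 42 between SB×PL and SB×SB. The dominance criteria, for which this alternative was chosen after seeing the data, gave 62 limnetic-biased miRNA entries at 150 τs. The count of miRNAs that differ in LCV between SB×SB and PL×PL was 162, the count of maternal LCV patterns in miRNAs was 191, that of PL-biased LCV patterns in miRNAs was 231 and that of transgressive LCV patterns in miRNAs was 734.

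With only the names of Supplementary Data 6, at 150 τs, 161 miRNA entries were called between SB×SB and PL×PL and 130 between SB×PL and SB×SB. At 200 τs, 397 miRNA entries were called between SB×SB and PL×PL, 41 between PL×SB and PL×PL and 0 between PL×SB and SB×SB (226 at an unadjusted p under 0.05).

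Without the miRNA library with the lowest total, an alternative chosen after seeing the data, at 150 τs, 259 miRNA entries were called between PL×SB and SB×SB. At 200 τs, 73 miRNA entries were called between PL×SB and PL×PL. The difference in median CV between hybrids and pure crosses in miRNAs was -0.0252.

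With the lower filter on mean counts, the count of mRNAs that differ in LCV between SB×SB and PL×PL was 3840, the count of maternal LCV patterns in mRNAs was 3197, that of PL-biased LCV patterns in mRNAs was 3063 and that of transgressive LCV patterns in mRNAs was 16974.

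With family means removed from the CVs, the maternal difference in rho of mRNAs was 0.0585 and the time-point difference in rho of mRNAs was 0.0214. The median difference in LCV of the differentially expressed mRNAs was 20.2. The count of transgressive LCV patterns in mRNAs, 10200, was unchanged by the rule above, but the number of the 100 assignments of families with as many went from 6 to 3.

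With both time points scaled to the same mean and taken together, the count of mRNAs that differ in LCV between SB×SB and PL×PL was 7076 and the count of miRNAs that differ in LCV between SB×SB and PL×PL was 2678.

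With both time points taken together without scaling, an alternative chosen after seeing the data, the count of mRNAs that differ in LCV between SB×SB and PL×PL was 5308.

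Single families were left out in turn, and each result is given with its lowest and highest value. In the counts of mRNAs called at 150 τs, the range was from 0 to 36 between SB×SB and PL×PL, from 5 to 103 between PL×SB and SB×SB, from 0 to 127 between SB×PL and SB×SB, from 0 to 126 between SB×PL and PL×PL, from 2 to 10 between PL×SB and PL×PL and from 0 to 102 between PL×SB and SB×PL. In the counts of mRNAs called at 200 τs, the range was from 2658 to 7707 between SB×SB and PL×PL, from 779 to 1887 between PL×SB and SB×SB, from 9 to 3597 between SB×PL and SB×SB, from 16 to 506 between SB×PL and PL×PL, from 16 to 406 between PL×SB and PL×PL and from 18 to 3440 between PL×SB and SB×PL. Among the mRNAs with a dominance pattern at 150 τs, it was from 0 to 21 for limnetic-biased ones, from 0 to 1 for overdominant ones and from 0 to 1 for underdominant ones. Among the mRNAs with a dominance pattern at 200 τs, it was from 3 to 63 for maternal ones, from 6 to 508 for limnetic-biased ones, from 0 to 1 for overdominant ones and from 0 to 1 for underdominant ones. The number with an interaction of morph with time point ranged from 0 to 239 in mRNAs and from 0 to 971 in miRNAs. In the counts of miRNA entries called at 150 τs, the range was from 0 to 592 between SB×SB and PL×PL, from 97 to 957 between SB×PL and SB×SB, from 0 to 151 between SB×PL and PL×PL and from 0 to 171 between PL×SB and SB×PL. In the counts of miRNA entries called at 200 τs, the range was from 865 to 1666 between SB×SB and PL×PL, from 0 to 471 between PL×SB and SB×SB, from 0 to 39 between SB×PL and SB×SB, from 0 to 80 between SB×PL and PL×PL and from 0 to 205 between PL×SB and PL×PL. Among the miRNA entries with a dominance pattern at 150 τs, it was from 0 to 146 for limnetic-biased ones. Among the miRNA entries with a dominance pattern at 200 τs, it was from 0 to 80 for maternal ones. The maternal difference in rho of mRNAs ranged from 0.0234 to 0.103. The time-point difference in rho of mRNAs ranged from -0.0152 to 0.0383. The difference in median CV between hybrids and pure crosses in mRNAs ranged from -0.00635 to 0.0171. The maternal difference in rho of miRNAs ranged from -0.00307 to 0.0293. The difference in median CV between hybrids and pure crosses in miRNAs ranged from -0.0272 to 0.052. The log2 fold change of dre-miR-34a at 200 τs between SB×SB and PL×PL ranged from -0.20 to 1.15. The log2 fold change of aca-miR-1a-3p at 150 τs between SB×SB and PL×PL ranged from -0.16 to 0.23. Where the lowest value is 0 in a comparison with a pure cross, at least 1265 mRNAs or at least 383 miRNA entries had an unadjusted p under 0.05.

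Named genes and other counts are given as totals. The log2 fold changes of the 11 named results in mRNAs had the same direction and call in 127 of 154 alternative values and were weaker in 27. The 10 named results in miRNAs kept both in 137 of 162, with 18 weaker, 1 stronger and 6 reversed. Of 20 other counts, 228 of 268 values were unchanged and 40 moved.

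The shares of differentially expressed mRNAs had no value at 150 τs with the siblings' counts summed, because no mRNA was called in either hybrid, and the time-point difference in rho is not defined when the time points are taken together, scaled or not, because both then share the same CVs. The comparison of differentially expressed mRNAs between linkage groups, with its alternative at a stricter adjusted p, was not run. With every mRNA library thinned to the smallest total, 6577 mRNAs were called between SB×SB and PL×PL at 200 τs and 18 at 150 τs, within 1.5 times the reported counts. In the miRNAs, depth limits the PL×SB group at 200 τs, which holds a library with a total of 127822.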

Differences from the paper's values

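In this part, an alternative closes the gap when its value lies within 1.5 times the paper's value. Unless described otherwise, alternatives were set before the data were examined, and those not named for a value did not close its gap.

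Between SB×SB and PL×PL at 150 τs, 15 mRNAs were called against the paper's 25. DESeq2's test gave 25, and the omission of SB×SB family 1 or 2 gave 36 or 30. Libraries thinned to the smallest total gave 18. DESeq2 with one mean for each family, chosen after seeing the values, gave 21. For SB×PL against PL×PL at 150 τs, 50 were called against the paper's 14. DESeq2 gave 14, the omission of PL×PL family 1 gave 19, and DESeq2 with one mean for each family, chosen after seeing the values, gave 20. For PL×SB against SB×SB at 150 τs, 18 were called against the paper's 44. DESeq2 gave 44, one mean for each family gave 31 and the omission of SB×SB family 1 gave 56. For SB×PL against SB×SB at 150 τs, 64 were called against the paper's 33. Here DESeq2 gave 32, the embryo letter as a term gave 46 and the omission of SB×SB family 3 gave 34.

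At 200 τs, 153 mRNAs were called between PL×SB and PL×PL against the paper's 337. The gap was closed by DESeq2 (266) and by the omission of PL×PL family 2 (406) or 3 (368). Between SB×PL and PL×PL, 62 were called against the paper's 192. One mean for each family gave 152, and the omission of SB×PL family 3 or PL×PL family 3 gave 213 or 214, whereas DESeq2, at 112, did not close the gap. Between SB×PL and SB×SB, 32 were called against the paper's 82, and DESeq2 gave 81.

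The χ2 of the shares in the 2 hybrids at 150 τs was 27.1 against PL×PL, where the paper gives 0.000, and 24.7 against SB×SB, where the paper gives 1.299. With DESeq2's calls it was 0 and 1.59.

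For the dominance patterns, 15 mRNAs were maternal at 200 τs against the paper's 68. The omission of SB×PL family 3, PL×PL family 1 or PL×PL family 3 gave 46, 60 and 63, and DESeq2 with one mean for each family, chosen after seeing the values, gave 94. DESeq2 alone gave 37 and did not close the gap. Limnetic-biased mRNAs numbered 4 at 150 τs against the paper's 12, and 19 at 200 τs against the paper's 38. DESeq2 gave 13 and 44, and DESeq2 with one mean for each family, chosen after seeing the values, gave 10 at 150 τs. No mRNA was overdominant or underdominant at 150 τs (0 and 0), where the paper gives 1 and 1. DESeq2 gave 1 and 1, and so did the omission of SB×PL family 3. The omission of PL×PL family 2 gave 1 overdominant mRNA, and the embryo letter as a term and the omission of PL×SB family 2 each gave 1 underdominant mRNA.

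Entries of 54 miRNA families differed between the pure crosses at 200 τs against the paper's 32. No filter gave 42, DESeq2's size factors 34, DESeq2's test 35, only the 2 groups compared 32 and entries of identical counts used once 36. The omission of SB×SB family 1 or 3 gave 31 or 25, and that of PL×PL family 1, 2 or 3 gave 28, 39 or 40. Chosen after seeing the values, the omission of the library with the lowest total gave 41 and DESeq2 with one mean for each family gave 40. Without the batch term (10), with the siblings' counts summed (18), with one mean for each family (59), with the names of Supplementary Data 6 (19) and without SB×SB family 2 (53), the gap was not closed.

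In the k-means clusters of the mRNA LCVs, 0 mRNAs lay in limnetic-biased clusters against the paper's 2719. Transgressive clusters held 7436 mRNAs, where the paper gives 2445 with higher variability in one hybrid. The 7436 include the clusters of 1585 and 1163 mRNAs, in which hybrids lay below both pure crosses. Only part of the 7436 thus belongs to the class that the paper describes. No alternative was run for the clusters. The average silhouette width in mRNAs was 0.279 for 2 clusters and 0.155 for 10, against about 0.47 and about 0.26 in Supplementary Figure 2a, read by eye. In miRNAs it was 0.316 and 0.210, against about 0.63 and about 0.41 in Supplementary Figure 2b, read by eye. No alternative was run for these widths.

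The paper reports that samples clustered first by maternal morph and then by cross-type in both kinds of RNA. Here the final split set SB×SB and SB×PL at 200 τs apart from the other 6 groups in mRNAs and separated the 2 time points in miRNAs. The text gives a U2AF splicing factor as overdominant at 150 τs, and Supplementary Table 2 lists one, LOC111955992, at 200 τs. The adjusted p of LOC111955992 between PL×SB and PL×PL at 150 τs was 0.136, and it was not called. With DESeq2 it was called overdominant, with an adjusted p of 0.081 in that comparison, where the alternatives ranged from 0.0012 to 0.999. The paper gives miR-148 as different at 150 τs and miR-725 as different at 200 τs. Neither was called with edgeR (0 entries each), and DESeq2 called 6 and 3 entries of them. With only the names of Supplementary Data 6, miR-148 had 2 entries called at 150 τs.

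In the paper, the difference in miR-34 between the pure crosses is not significant. Here 49 of the 50 entries were called at 150 τs, and DESeq2 and the names of Supplementary Data 6 each gave 0. For miR-181, the paper gives both hybrids as similar to the limnetic morph. Here 1 entry was called between PL×SB and SB×SB at 150 τs, where DESeq2 gave 142, the names of Supplementary Data 6 gave 71 and the omission of the library with the lowest total, chosen after seeing the values, gave 115. Between SB×PL and SB×SB, where 115 entries were called, DESeq2 gave 115 and the names of Supplementary Data 6 gave 71, but that omission gave 1 and left the 140 limnetic-biased entries at 140, so that it does not give the pattern in both hybrids. A maternal pattern of miR-1 at 200 τs, given in the paper, was found in 0 entries. One mean for each family gave 80 maternal entries, all of miR-1, and so did the omission of SB×SB family 2 or of SB×PL family 3. The text of the paper names SB×PL against SB×SB for its largest count in a hybrid at 150 τs, while its Table 1 gives that count for PL×SB. With edgeR, SB×PL had the larger count (64 against 18), and with DESeq2 PL×SB had (44 against 32).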

Other observations

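The tests chosen only after the result was seen were those of the reciprocal hybrids, those of SB×SB family 3 and of its 2 embryos at 150 τs, the one without the highest mRNAs, and, for the published LCVs, those on unscaled time points and on the expression change. The other tests were chosen before.

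Other splits of the embryos of each comparison were analysed in a model of the 2 groups alone, with 60 splits that include the real one and keep the letters balanced. These splits part siblings and therefore do not set the cross-types against differences between families. At 200 τs, the real split gave 7062 mRNAs between SB×SB and PL×PL and was the 1 of 60 that gave as many, since the others gave 3 at the most. It was also the 1 of 60 for PL×SB against PL×PL (47 mRNAs, others up to 1), SB×PL against PL×PL (68, up to 5) and PL×SB against SB×SB (1532, up to 323). For SB×PL against SB×SB, 3 of 60 splits gave at least the 33 mRNAs of the real one (others up to 5217), and for PL×SB against SB×PL, 3 of 60 gave at least 18 (others up to 1346). At 150 τs, the comparisons of SB×SB, PL×SB and SB×PL with PL×PL and that of PL×SB with SB×PL gave 0 mRNAs in this model (1388, 1993, 1891 and 1312 at an unadjusted p under 0.05). Any split gives at least 0, so that 60 of 60 was the only possible outcome and nothing was tested there. The 3 mRNAs of PL×SB against SB×SB were reached in 1 of 60 splits, and the 3 of SB×PL against SB×SB in 3 of 60.

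In the miRNAs at 200 τs, the real split was the 1 of 60 for SB×SB against PL×PL (868 entries, others up to 37) and for PL×SB against SB×SB (292, up to 18). At 150 τs, the share was 2 of 60 for SB×SB against PL×PL (115 entries, the other split 258) and for PL×SB against SB×SB (92, the other 226), 3 of 60 for SB×PL against PL×PL (23, up to 234) and 3 of 60 for SB×PL against SB×SB (97, up to 335). For PL×SB against PL×PL and for the reciprocal hybrids at both time points, and for SB×PL against PL×PL and SB×SB at 200 τs, the real split gave 0 entries (from 614 to 1265 at an unadjusted p under 0.05), so that these comparisons were not tested either.

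Whole families were exchanged as well. Of the 10 splits of the 6 families of the pure crosses at 200 τs, 1 gave as many mRNAs as the real split, which is the real one itself (others from 2 to 229). In miRNAs at 200 τs it was also 1 of 10 (others up to 134). At 150 τs, it was 2 of 10 in miRNAs, where another split gave 1026 entries. With 10 splits the share is never under 0.1, so these tests leave the explanation open that the families of one cross-type fell together by chance. Among 60 random sets of 3 against 3 of all 12 families, 2 gave at least as many mRNAs as the real one at 200 τs (the other 7852) and 1 of 60 gave as many miRNA entries (others up to 756). At 150 τs, 4 of 60 gave at least the 115 miRNA entries of the real one, so that differences between families cannot be ruled out for that count, and they account less well for the counts at 200 τs. In mRNAs at 150 τs, the real count in these models was 0 (1388 at an unadjusted p under 0.05), which every split reaches, and the 15 mRNAs of the model of all groups were not tested in this way.

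For the LCVs, 100 assignments of families to cross-types were analysed. A value as large as the real one was found in 5 assignments for the maternal difference in rho, 17 for the time-point difference, 55 for the mRNAs that differ between the morphs, 15 for maternal, 71 for PL-biased, 6 for transgressive, 100 for paternal and 91 for SB-biased mRNAs, and 71 for the median CV of hybrids against pure crosses. In miRNAs, the numbers were 19, 45, 11, 55, 52, 57, 31, 32 and 93 in the same order. No LCV result listed here had a share under 0.05 in the setting reported, where shares count values as large as the real one. In the other direction, the paternal count of 1216 mRNAs lay below every other assignment (lowest 1285). With family means removed, it was 1126 (lowest 1245), and the SB-biased count was 1423 (lowest 1482). With SB×SB family 2 left out, 88 of 100 assignments had at least the paternal count of 1351. For the maternal difference in mRNAs, the share lies at 0.05 and depends on the setting. It was 3 of 100 with family means removed and 18 of 100 with unscaled time points taken together, a setting chosen after seeing the data. With single families left out, it was from 2 to 21 of 100. With a window of 200 genes it was 5 of 100, and with CPM without TMM factors 6 of 100. With family means removed, the time-point difference in mRNAs was reached in 4 of 100 and the count of transgressive mRNAs in 3. In miRNAs, the count that differs between the morphs was reached in 3 of 100 without the library with the lowest total, a setting chosen after seeing the data, and in 4 with PL×SB family 1 left out. Whether these can be told apart from a random assignment of families is left open by these values.

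A score of developmental progress was computed for each embryo from mRNAs that change between the time points, to weigh whether the mRNAs called between SB×SB and PL×PL at 200 τs reflect a difference in progress. The log2 fold changes between the pure crosses had a rho of -0.223 with the change from 150 to 200 τs in hybrids across all 40311 mRNAs tested, and of -0.423 across the mRNAs called. With the score in the model, the count of 7062 fell to 3112, of which 2867 were among those called without it. The family scores of the 2 crosses overlapped (exact permutation p = 0.5, where 3 against 3 families give 0.1 at the lowest, so that this p could not pass 0.05), and SB×SB family 3 had the lowest family score at 200 τs, 0.199, where the other families had between 0.400 and 0.624. The difference of family 3 from the other 2 SB×SB families at 200 τs had a rho of -0.372 with the change between time points, against 0.017 and 0.427 for the other 2 SB×SB families. Without family 3, 2554 mRNAs were called and 2715 with the score, so that the score removed -6.30% of the calls. With each of the other families left out, the score removed between 27.3% and 97.1%. A candidate explanation is that family 3 developed more slowly and that part of the difference at 200 τs lies in its progress. Its siblings share parents, a clutch and their rearing, and these cannot be told apart here.

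Technical explanations for the larger count at 200 τs were weighed with it. Depth did not account for the count, with 6577 mRNAs in thinned libraries. The 10 highest mRNAs took 3.93% of the counts in SB×SB and 4.86% in PL×PL at 200 τs (exact permutation p = 0.0093 over embryos). This share differs, and it was therefore tested whether these genes set the normalization. With the 37 mRNAs that were among the 10 highest of any library left out beforehand, which held 7.89% of all counts, the model of all groups called 7059 mRNAs, 6948 of them among the 7075 called with them, so that the few highest genes do not account for the count. The biological coefficient of variation at 150 τs was 0.995 times that at 200 τs, and a larger spread at 150 τs is therefore no explanation for the smaller count at that time point. The median absolute log2 fold change was 2.46 times larger at 200 τs. With the score in the model, 3112 mRNAs were called at 200 τs, and from 206 to 5106 with a family also left out. The score was itself computed from 14622 of the mRNAs, and without family 3 it removed -6.30% of the calls. How much of the count at 200 τs reflects progress is therefore left open. At 150 τs, the model without the score called 0 (1388 at an unadjusted p under 0.05). Any count exceeds 0, so that this comparison cannot decide how much of the excess over 150 τs remains. The larger count is not called biological here, because GC content, gene length and reads from paralogs were not tested.

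The maternal difference in rho of the mRNA LCVs fell by 23.6% when the progress score was removed from the embryos within each group, to 0.0458, and by 2.47% when family means were removed, so neither spread in progress within groups nor differences between family means accounts for most of it.

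The published LCVs were read from the supplementary data and matched by name for 1072 mRNAs and 674 miRNAs. Between 150 and 200 τs, the published LCVs of a cross-type had a rho between 0.930 and 0.988 in mRNAs and between 0.995 and 0.999 in miRNAs, whereas the recomputed LCVs of the same genes had between 0.350 and 0.618 and between 0.487 and 0.647. The first split of the published LCVs separates the cross-types by mother in both kinds of RNA. For the same mRNAs, the recomputed LCVs set PL×SB at both time points and PL×PL at 200 τs apart from the others. In miRNAs, the recomputed first split is by time point. The maternal difference in rho was 0.106 in the published mRNA LCVs and 0.0583 in the recomputed ones, and 0.0272 and 0.0228 in miRNAs.

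Several explanations for the similarity of the published LCVs at the 2 time points were tested. The mean rho of the published LCVs with LCVs recomputed over both time points, scaled to the same mean, was 0.0962 higher in mRNAs and 0.0223 higher in miRNAs than with those of one time point, which leaves a joint use of the scaled time points open. Hybrid columns exchanged at one time point were tested by the rho with the other hybrid's LCVs minus that with the own column, which was -0.107 at the most in mRNAs and 0.111 in miRNAs. The value in miRNAs says little, since all 8 published columns had their highest rho with the recomputed SB×SB at 150 τs. An exchange of hybrids would also leave the pure crosses as they were, and their published LCVs at the 2 time points had a rho of 0.961 and 0.988 in mRNAs and 0.995 and 0.998 in miRNAs, so that an exchange does not account for the similarity. With LCVs over the 18 embryos of both time points without scaling, the mean rho was 0.321 higher in mRNAs (0.936 against 0.614) and 0.163 higher in miRNAs (0.771 against 0.607). The published LCVs also followed the size of the expression change between the time points more than the recomputed ones did, by 0.504 in mean rho in mRNAs and 0.385 in miRNAs. A candidate explanation is that the published CVs were taken over the embryos of both time points, so that the change between time points counts as variability. In mRNAs, it does not account for the published grouping by mother. With such LCVs, the first split set PL×SB apart from the other cross-types. The maternal difference in rho was 0.0238, against 0.106 in the published LCVs. In miRNAs, the first split also set PL×SB apart, and the difference was 0.0448 against 0.0272. The miRNA LCVs keep the PL×SB library with the lowest total, so that their split cannot decide the question. The paper describes the groups for the LCVs as 9 embryos of one cross-type at one time point. That speaks against a joint use of the time points, which remains a hypothesis on the same data.

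The miRNA library with the lowest total, 127822, belongs to PL×SB at 200 τs. The median CV of that group exceeded the mean of the other 7 groups by 17.2 percentage points, and without this library the excess was -3.13, so that 118.2% of it was removed. The mean rho of its LCVs with the other groups rose by 0.133. Both results may be due to the depth of this library, and no biological explanation was tested.

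The mRNAs with higher expression in SB×SB than in PL×PL at 150 τs, 11 in all, had the same 2 embryos, B and C of SB×SB family 3, as their 2 highest in 10 cases. With the family left out, 0 of the 11 were called, and 0 of all mRNAs, with 1367 at an unadjusted p under 0.05. With every library thinned to the smallest total, 11 of the 11 were called, and depth therefore does not account for them. For miR-34a, the same 2 embryos were the highest of the 9, 1 of 36 possible pairs (exact p = 0.0278). This p takes every pair as equally likely, whereas the pair was the highest in 8.62% of mRNAs, so that it overstates how unusual the match is. These 2 embryos also had the lowest progress scores of the 9, -0.721 and -0.686. At 200 τs, in other embryos, family 3 had the highest SB×SB mean in 9 of the 11 mRNAs, 7 of the 11 were called, and the family means of dre-miR-34a in SB×SB ranged from 0.336 to 1.61 CPM with the highest in family 3. One candidate explanation for the mRNAs and miR-34a higher in SB×SB at 150 τs is a state of these 2 embryos, such as slower development or damage, and another is an effect of family 3, through its parents or clutch, which also shows in its embryos at 200 τs. These, a damaged or mixed sample and a difference between the morphs cannot be told apart here.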
